# TIGIT acts as an immune checkpoint upon inhibition of PD1 signaling in autoimmune diabetes

**DOI:** 10.3389/fimmu.2024.1370907

**Published:** 2024-03-12

**Authors:** Prerak Trivedi, Gaurang Jhala, David J. De George, Chris Chiu, Claudia Selck, Tingting Ge, Tara Catterall, Lorraine Elkerbout, Louis Boon, Nicole Joller, Thomas W. Kay, Helen E. Thomas, Balasubramanian Krishnamurthy

**Keywords:** type 1 diabetes, TIGIT, CD8+ T cell, immune checkpoint, NOD mouse

## Abstract

**Introduction:**

Chronic activation of self-reactive T cells with beta cell antigens results in the upregulation of immune checkpoint molecules that keep self-reactive T cells under control and delay beta cell destruction in autoimmune diabetes. Inhibiting PD1/PD-L1 signaling results in autoimmune diabetes in mice and humans with pre-existing autoimmunity against beta cells. However, it is not known if other immune checkpoint molecules, such as TIGIT, can also negatively regulate self-reactive T cells. TIGIT negatively regulates the CD226 costimulatory pathway, T-cell receptor (TCR) signaling, and hence T-cell function.

**Methods:**

The phenotype and function of TIGIT expressing islet infiltrating T cells was studied in non-obese diabetic (NOD) mice using flow cytometry and single cell RNA sequencing. To determine if TIGIT restrains self-reactive T cells, we used a TIGIT blocking antibody alone or in combination with anti-PDL1 antibody.

**Results:**

We show that TIGIT is highly expressed on activated islet infiltrating T cells in NOD mice. We identified a subset of stem-like memory CD8+ T cells expressing multiple immune checkpoints including TIGIT, PD1 and the transcription factor EOMES, which is linked to dysfunctional CD8+ T cells. A known ligand for TIGIT, CD155 was expressed on beta cells and islet infiltrating dendritic cells. However, despite TIGIT and its ligand being expressed, islet infiltrating PD1+TIGIT+CD8+ T cells were functional. Inhibiting TIGIT in NOD mice did not result in exacerbated autoimmune diabetes while inhibiting PD1-PDL1 resulted in rapid autoimmune diabetes, indicating that TIGIT does not restrain islet infiltrating T cells in autoimmune diabetes to the same degree as PD1. Partial inhibition of PD1-PDL1 in combination with TIGIT inhibition resulted in rapid diabetes in NOD mice.

**Discussion:**

These results suggest that TIGIT and PD1 act in synergy as immune checkpoints when PD1 signaling is partially impaired. Beta cell specific stem-like memory T cells retain their functionality despite expressing multiple immune checkpoints and TIGIT is below PD1 in the hierarchy of immune checkpoints in autoimmune diabetes.

## Introduction

Insulin-producing beta cells are destroyed by self-reactive CD8+ T cells in autoimmune diabetes. From the initiation of autoimmunity to clinical diagnosis of autoimmune diabetes takes years in humans and months in mice. It is postulated that immune regulatory mechanisms keep beta-cell-specific T cells in check, and this is one of the main reasons why there is a long lag time for beta-cell destruction in autoimmune diabetes. Understanding and harnessing these immunoregulatory mechanisms can help in developing future immunotherapies for type 1 diabetes.

One of the key immunoregulatory mechanisms by which CD8+ T cells are controlled is via immune checkpoint or inhibitory receptor engagement (1, 2). Upon chronic antigen stimulation, T cells upregulate inhibitory surface receptors including CTLA4, PD1, LAG3, TIGIT, and TIM3 (3, 4). These inhibitory receptors are comprised of a ligand binding extracellular domain and an intracellular signaling domain that recruits effector proteins to prevent T-cell activation (2). Tumors exploit immune checkpoint pathways to escape from the immune system by preventing the activation of tumor-antigen-recognizing T cells. Blockade of immune checkpoints like PD1 and CTLA4 results in reinvigoration of the T-cell response against tumors, and checkpoint inhibitor antibodies are now widely used in cancer immunotherapy (5, 6).

Chronic antigen stimulation in the islets leads to the differentiation of CD8+ T cells into two major subsets resembling those found in tumors and chronic viral infections (7–9). These include progenitor/stem-like memory T cells and terminally differentiated/exhausted T cells (10, 11). Stem-like memory T cells are marked by the expression of the inhibitory receptor PD1 and a key transcription factor, TCF1, which confers T cells with the ability for self-renewal (12). Terminally exhausted T cells are marked by the expression of TIM3 in addition to multiple inhibitory receptors including PD1 and TIGIT, but they lose TCF1 expression (12). Stem-like memory T cells have long-term survival, retain their functionality, and can give rise to effector T cells. In tumors and chronic viral infections, blockade of PD1 induces proliferation and differentiation of these stem-like memory T cells, giving rise to the effector population that controls tumors and viral infections (11, 13, 14). In parallel, inhibition of PD1 results in rapid diabetes in NOD mice (15–17) and humans (18) with pre-existing autoimmunity against beta cells. Inhibiting LAG3 in CD8+ T cells also results in accelerated diabetes in NOD mice (19), indicating that both PD1 and LAG3 restrain T cells in the islets.

TIGIT is also expressed by islet-infiltrating T cells (8, 9, 19). TIGIT binds with high affinity to CD155 (20) and with low affinity to CD112 (21). CD226, a co-stimulatory molecule expressed on T cells, competes with TIGIT for ligand binding. TIGIT can inhibit T-cell activation by competing with CD226 for its ligand and by negatively regulating T-cell receptor signaling through its intracellular signaling domain (22–24). CD226-deficient NOD mice have reduced incidence of diabetes (25), and polymorphisms in the *CD226* gene are associated with type 1 diabetes in humans (26). This evidence suggests a role for the TIGIT-CD226 signaling axis in autoimmune diabetes. Despite this evidence, it remains unknown if TIGIT acts as an immune checkpoint in autoimmune diabetes. We studied the expression and function of TIGIT-CD226 in autoreactive CD8+ T cells in the NOD mouse model of type 1 diabetes to better understand the role of TIGIT and the hierarchy of immune checkpoints in autoimmune diabetes.

## Materials and methods

### Mice

NOD/Lt mice were bred and maintained at Bioresources Centre, St, Vincent’s Hospital. All animal studies were approved by the institutional animal ethics committee. Female mice were used for all experiments.

### Islet isolation and preparation of single-cell suspensions

Mouse islets were isolated using collagenase P (Roche) and Histopaque-1077 density gradient (Sigma-Aldrich) as described previously (27). Isolated islets were dispersed into single-cell suspension using bovine trypsin (Calbiochem) and 2 mM EDTA in PBS. Single cells were washed and then incubated in complete RPMI for 1 h at 37°C before being processed for further treatments or staining.

Single-cell suspension from spleens was prepared by mechanical disruption of tissue and filtering through 70-μm cell strainers. Red blood cell lysis was performed using Tris-buffered ammonium chloride for 3–4 min. Cells were then resuspended in 0.5% FCS and 4 mM EDTA in PBS (MACS buffer) before processing for tetramer staining and magnetic bead enrichment.

### Cell sorting, library preparation, and sequencing for sc-RNAseq

For sc-RNAseq analysis, live CD45+ cells were FACS sorted from dispersed islets pooled from two to three NOD mice (15–16 weeks of age) per sample. Sorted CD45+ cells were washed and resuspended in RPMI cell culture medium (Gibco) containing 10% FCS at a density of 1,200 cells/μl and loaded on to Chromium Controller (10x Genomics) (9). Three samples from two independent experiments were processed further using Chromium Single cell 3’ Gel bead kit (v 3.1) and library construction kit as per manufacturer’s instructions. The libraries were quantified using the Agilent Bioanalyzer High-Sensitivity Chip and sequenced on the Illumina NovaSeq PE150 platform (Novogene AIT Genomics, Singapore). The single-cell expression data used were from GSE247956.

### Single-cell RNA sequencing and analysis

The scRNA-seq reads were aligned to the mm10 reference genome and quantified using cellranger count (10x Genomics, version cellranger-6.0.1). 

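The deposited tables list 26947 cells and give, for each cell and gene, the number of unique molecular identifiers (UMIs) counted by cellranger, without normalization. Replicates 1, 2 and 3 hold 5844, 9537 and 11566 cells. Their total counts are 33851381, 74775394 and 80806452 UMIs. The median number of genes per cell was 1572, 1887 and 1722 in the 3 libraries. The mean number of UMIs per cell was 5792.5, 7840.6 and 6986.6, and 7029.8 over all cells.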

We obtained at least a median of 1,572 genes per cell and mean of 29,750 unique transcripts per cell. All analyses were performed in RStudio (version 2023.06.2 + 561 “Mountain Hydrangea” Release) and Seurat (version 4.3.0.1) unless specified. 

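The limit of 6000 UMIs per cell removed different shares of the 3 libraries, whose median depths were 4230, 6415 and 5521 UMIs per cell. At or over the limit were 27.6% of the cells of replicate 1 (1612 cells), 57.3% of replicate 2 (5466 cells) and 41.7% of replicate 3 (4823 cells). After all the limits of the study were applied, 4101, 2836 and 5434 cells were left.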

Cell-specific filtering of datasets for each of the samples was performed by retaining cells with RNA features between 200 and 5,000, RNA count <6,000, <5% mitochondrial RNA, and >5% ribosomal RNA. Gene-specific filtering was performed by removing Malat1, mitochondrial, and ribosomal genes. 

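Doublets were scored by a re-implementation of the DoubletFinder procedure. At the settings of the study it marked 312, 216 and 413 cells of replicates 1, 2 and 3, or 941 in all. The 11430 cells kept (3789, 2620 and 5021) were used for the clusters.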

Doublets were removed by using DoubletFinder with parameters pN = 0.25, pK = 0.29, and 7.6% expected multiplet rates, and using the first 30 PC. Individual datasets were normalized by using the default parameters of the SCTransform function. Integration of datasets was performed by using functions SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegratedData.

The minimum cumulative number of PCs that covered >90% variance was calculated by using the ElbowPlot function, which was used for the included dimension in functions RunUMAP and FindNeighbours. The resolution for function FindCluster was guided by obtaining biologically meaningful clusters from visualizing the expression of marker genes with FeaturePlot and assessing the differentially expressed genes by the output of the Wilcoxon rank sum test in FindAllMarkers. Re-clustering of subset with clusters of interest was performed iteratively from subsetting T cells, CD8 single positive, NOD genotype, CD44hi, and PD1hi by running functions RunPCA, RunUMAP, FindNeighbours, FindClusters, and FindMarkers as discussed above. The final clustering was a result of using first 15 PC with clustering resolution at 0.8. 

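The last clustering was run on the rebuilt gate without the genes that the paper names or shows in Figure 2, so that their levels between clusters were not fixed by the clustering itself. At 15 principal components and a resolution of 0.8 it gave 7 clusters. A resolution of 0.4 gave 6 clusters, a resolution of 1.2 gave 7, and 30 principal components gave 6. With the genes of Figure 2 kept among the features, 6 clusters formed.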

Ggplot2 package (version 3.4.3) was used for visualization.

### Tetramer staining and magnetic-bead-based enrichment

Magnetic-bead-based tetramer enrichment assay has been described previously (28). Briefly, single-cell suspensions were stained with phycoerythrin (PE) labeled IGRP_206–214_ (VYLKTNVFL) H2-Kd tetramer (ImmunoID, Parkville, Australia) for 1 h at 4°C, then washed and stained with anti-PE magnetic beads (Miltenyi Biotech) for 20 min at 4°C. Samples were then washed and run on the AutoMACSpro (Miltenyi Biotech) separator to enrich IGRP tetramer-specific T cells. These enriched T cells were then stained for cell surface markers to perform flow cytometry analysis.

### Flow cytometry

Spleen or islet single-cell suspensions were stained for 30 min at 4°C with (**Supplementary Table S1**) anti-CD11b (1:200; eFluor450; eBioscience, 48-0012-82), anti-CD11c (1:200; eFluor450; eBioscience, 48-0114-82), anti-Ly6g/Ly6c (1:200; eFluor450; eBioscience, 48-5931-82), anti-CD45R/B220 (1:200; eFluor450; eBioscience, 48-0452-82), anti-CD3 (1:100; V500; BD, 560771), anti-CD4 (1:400; APC-Cy7; BD, 552051), anti-CD8 (1:300; BV711; Biolegend, 100759), anti-CD44 (1:400; PE-Cy7; Biolegend, 103030), anti-PD1 (1:300; BV605; Biolegend, 135220), anti-Slamf6 (1:100; FITC; Miltenyi, 130-118-597), anti-TIGIT (1:300; PE Dazzle 594; Biolegend, 142110), anti-CD226 (1:300; BV785; Biolegend, 133611), and anti-CD155 (1:200; BV605; Biolegend, 131519). B220, CD11c, CD11b, and Ly6G were used for gating out non-T cells, and CD3 was used to identify T cells in all experiments (**Supplementary Figure S1A**). Naive CD8+ T cells from islets were used for gating controls for SLAMF6, TIGIT, and CD226 staining (**Supplementary Figures S1B, C**). For B cells and dendritic cells, the CD45+ cells were gated, and CD11b- and CD11c-positive cells were identified as dendritic cells, and B220 expressing CD11c- and CD11b-negative cells were identified as B cells (**Supplementary Figure S2A**). For islet cells, the CD45− cells were gated and beta cells identified by their high autofluorescence (**Supplementary Figure S2B**).

For all intracellular staining experiments, after cell surface staining, the Foxp3 transcription factor buffer staining kit (eBioscience, 00-5523-00) was used to fix and permeabilize the cells. For intracellular staining, anti-EOMES (1:300; PE-Cy7; eBioscience, 25-4875-82), anti-Ki-67 (1:400; PE-Cy7; eBioscience, 25-5698-82), or anti-IFNγ (1:200; FITC; Invitrogen, 11-7311-82) were used. All flow cytometry data were acquired on Cytek Aurora (spectral analyzer) and analyzed using Flowjo V10 software.

### Cell stimulation and intracellular cytokine staining

Single cells were resuspended in complete RPMI medium in 96-well plates and stimulated with PMA (50 ng/ml) and ionomycin (1,000 ng/ml) for 4 h at 37°C in the presence of GolgiPlug™ (BD Biosciences). All cell surface markers were stained first; then, cells were fixed and permeabilized with the Foxp3/transcription factor staining kit (eBiosciences) and stained with anti-IFNγ.

### *In vivo* treatment of mice

For diabetes induction by immune checkpoint blockade, anti-PDL1 (M1H5) (250 ug/mouse) three times (17) or anti-TIGIT (1B4) (29) (100 ug/mouse) four times was injected intraperitoneally in 15–18-week-old female NOD mice.

For the combination, one dose of anti-PDL1 (250 ug/mouse) was administered, and then, from the next day onwards, three doses of anti-TIGIT (100 ug/mouse) were given to 11–13-week-old female NOD mice.

To investigate the proliferation of islet-infiltrating T cells, two doses of anti-PDL1 (250 ug/mouse) or anti-TIGIT (100 ug/mouse) were given to 15–18-week-old NOD female mice.

### Diabetes monitoring

Mice were monitored for diabetes by measuring blood glucose level using Advantage II glucose strips (Roche). Two consecutive readings of 15 mM were considered diabetic.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8 software (GraphPad, USA). All data shown as a bar graph are presented as the mean ± SD. A p-value of <0.05 was considered to be significant. Student’s t-test was used for comparisons between two groups. Multiple comparisons were performed using one-way ANOVA with Tukey or Bonferroni *post-hoc* test. Diabetes incidence was compared using log-rank (Mantel–Cox) test.

## Results

### TIGIT is expressed on islet-infiltrating T-cell subsets

To understand the role of TIGIT as an immune checkpoint in autoimmune diabetes, we first investigated the expression of TIGIT in islet-infiltrating T cells of NOD mice. TIGIT was expressed on both CD4+ T cells (**Figures 1A, B**) and CD8+ T cells (**Figures 1A, C**). A higher proportion of PD1+ T cells in the islets were TIGIT+PD1+ compared to PD1+ alone (**Figures 1B, C**).

**Figure 1:**
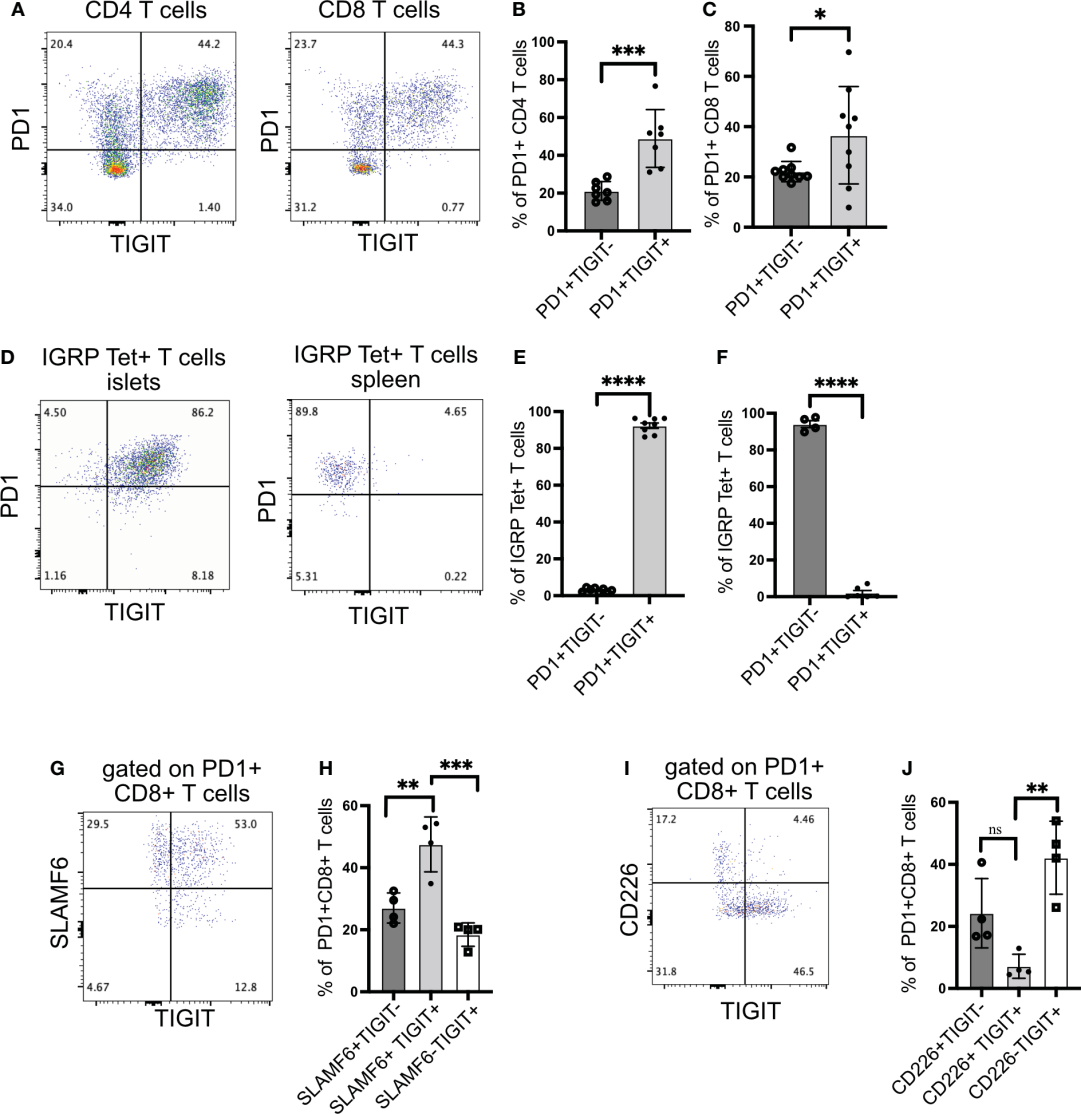
TIGIT and CD226 expression on islet-infiltrating T cells. **(A–C)** The frequency of PD1 and TIGIT expressing islet-infiltrating T cells (n= 7–9 mice/group). Data show CD4+ T cells **(B)** and CD8+ T cells **(C)** in islet CD45+ cells. Representative data **(A)** and pooled data showing mean ± SD and individual mice from two to three independent experiments **(B, C)**. ***p<0.001 and *p<0.05 unpaired Student’s t-test. **(D–F)** The frequency of IGRP_206-214_-specific CD8+ T cells expressing PD1 and TIGIT in islets **(D, E)** and spleen **(D, F)**. Representative data **(D)** and pooled data show mean ± SD and individual mice from two independent experiments (n=8 mice/group) for islets and (n=4–6 mice/group) for spleen. ****p<0.0001 unpaired Student’s t-test. **(G, H)** Frequency of SLAMF6 and TIGIT-expressing PD1+CD8+ T cells from islets (n=4 mice/group). Representative data **(G)** and pooled data **(H)** showing mean ± SD of the frequency of cells in each quadrant in panel **(G)**, with individual mice shown. **p<0.01 and ***p<0.001 one-way ANOVA Tukey’s multiple comparison test. **(I, J)** Frequency of CD226 and TIGIT-expressing PD1+CD8+ T cells from islets (n=4 mice/group). Representative data **(I)** and pooled data showing mean ± SD and individual mice **(J)**. **p<0.01, ns=not significant one-way ANOVA Tukey’s multiple comparison test. All mice in **Figure 1** were 16–20-week-old female NOD mice.

We have previously shown that after islet inflammation is established, IGRP-specific CD8+ T cells expand in numbers and recirculate between islets and peripheral lymphoid organs (28). These T cells can be tracked using tetramers and phenotyped by flow cytometry. Almost all IGRP-specific CD8+ T cells in the islets expressed TIGIT (**Figures 1D, E**), but in the spleen, TIGIT was not expressed, while PD1 still remained high (**Figures 1D, F**). These results suggest that for sustained TIGIT expression, autoreactive T cells require continuous engagement with cognate antigen.

We next assessed TCF1+ PD1+ stem-like memory CD8+ T cells using the cell surface molecule SLAMF6 as a surrogate marker for TCF1 expression (11, 30). In the islets of NOD mice, the majority of PD1+ CD8+ T cells were SLAMF6+ and thus in a stem-like memory state (**Figure 1G**). Among PD1+ CD8+ T cells, more than 50% were SLAMF6+TIGIT+, while approximately 30% were SLAMF6+TIGIT− (**Figures 1G, H**). These results indicate that TIGIT is expressed on the majority of stem-like memory CD8+ T cells in the islets.

### CD226 and TIGIT are not co-expressed on islet-infiltrating CD8+ T cells

Although TIGIT exerts its inhibitory activity by competing with the co-stimulatory molecule CD226 for its ligand, it has been shown that CD226+TIGIT+ CD8+ T cells still retain their cytotoxic capacity because they have not differentiated into a completely dysfunctional state like CD226-TIGIT+ CD8+ T cells (31). Supporting this, CD226+TIGIT+ T cells in tumors respond better to immune checkpoint therapy (31–33). Hence, we examined the expression of CD226 together with TIGIT on islet-infiltrating T cells. Islet-specific stem-like memory T cells in NOD mice are functional because they can give rise to effector T cells, which kill beta cells; therefore, we expected the majority of CD8+ T cells to be CD226+TIGIT+. Surprisingly, we found that TIGIT and CD226 are co-expressed only in 7% of islet-infiltrating PD1+ CD8+ T cells (**Figures 1I, J**).

### scRNA sequencing identifies stem-like memory and terminally differentiated CD8+ T cells with TIGIT expression in the islets

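The 3 libraries came from live CD45+ cells sorted from islets of wild-type NOD mice, with islets of 2 to 3 mice pooled per library. For each cell, the authors deposited the UMIs of 32285 genes, aligned to mm10 and counted by cellranger, without normalization and without cell types. The cell types were therefore rebuilt. Cells were filtered and cleared of doublets as in the study, integrated across libraries and clustered, and each cluster was called "-like" a cell type from marker genes chosen before the data were examined. The rule that turns marker levels into a name was set afterwards. For differences between clusters, UMIs were summed per library and cluster, so that the 3 libraries, and not the cells, were the replicates. The sums held between 34484 UMIs (12 Tscm1-like cells of replicate 2) and 232357 UMIs (93 Tscm2-like cells of replicate 1). They were compared by edgeR's quasi-likelihood test with the library as a block and Benjamini-Hochberg adjustment over the 3308 genes with enough counts. Levels are given in CPM, the usual scaling to the total UMIs of each sum, mean ± SD of the 3 libraries. To compare shares of cells with a gene, each cell was thinned to 2000 UMIs and shallower cells were left out. B-like cells, which should lack the T-cell genes, show the share that free RNA gives. With 3 pairs, an exact two-sided permutation test cannot give a p below 0.25.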

To investigate the heterogeneity and differentiation status of islet-infiltrating CD8+ T cells, we isolated T cells from the islets and performed scRNA sequencing. We focused on CD8+ T cells positive for *Pdcd1* (PD1) and *Cd44* expression to investigate activated, antigen-experienced T cells. These cells separated into five different clusters (**Figure 2A**). 

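Of the 11430 cells kept, 8814 fell into T-cell clusters and 2425 into CD8 clusters without a Cd4 UMI. The clusters high in Pdcd1 (ENSMUSG00000026285) and Cd44 (ENSMUSG00000005087) held 887 cells, which make up the gate of activated CD8 T cells used here. A gate by cluster was chosen before the data were examined; its resolution and the removal of cells with a Cd4 UMI were set afterwards. Asking each cell for a UMI of Cd8a or Cd8b1, Pdcd1 and Cd44 and none of Cd4 left 103 cells. Leaving out cells with a Cd4 UMI does not remove all CD4 T cells, since a Cd4 UMI was found in 49.0% of the 5629 CD4 T-like cells. Among the gated cells, CD8 UMIs were unevenly spread. No UMI of Cd8a or Cd8b1 was found in 47.8% of Tscm1-like cells, 26.4% of Tscm2-like cells, 19.6% of effector-like cells and 8.94% of terminally differentiated-like cells. In the 3 unnamed clusters the share was 62.5% (40 of 64 cells), 33.3% (38 of 114) and 28.3% (34 of 120).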

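The gate separated into 7 clusters, of which 4 met the rule for a name. These were a Tscm2-like cluster of 193 cells, an effector-like cluster of 158, a terminally differentiated-like cluster of 123 and a Tscm1-like cluster of 115. Every named cluster held cells of all 3 libraries, the fewest being 12 Tscm1-like cells in replicate 2. Each of the 4 names stood when any single marker was left out. A cluster of 120 cells with Il7r, S1pr1 and Klf2 among its leading genes did not keep its first name, effector, under that check. It stayed unnamed, as did clusters of 114 and 64 cells. The number of clusters fell to 3 when the gate was set cell by cell.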

Two clusters were identified as stem-like memory T cells (Tscm1 and Tscm2) based on the expression of *Tcf7*, *Tox*, and *Pdcd1* (**Figures 2B, C**). 

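Tcf7 (ENSMUSG00000000782, chromosome 11 of GRCm38, 52252371 to 52283014) was at 268 ± 97.3 CPM (SD, n = 3) in the Tscm1-like and 259 ± 63.1 CPM in the Tscm2-like cluster. The terminally differentiated-like cluster held 13.5 ± 14.0 CPM of it. Pdcd1 was at 421 ± 143 CPM in Tscm1-like and 903 ± 138 CPM in Tscm2-like cells, a log2 fold change of 1.08 (standard error 0.25, adjusted p = 0.0033 from edgeR's quasi-likelihood test). Without doublet removal the log2 fold change of Pdcd1 was 0.58 and no longer past an adjusted p of 0.05 (adjusted p = 0.3). Tcf7, Tox and Bcl6 are among the markers behind the Tscm2-like name, so a higher level there is partly fixed by the naming.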

Although both Tscm1 and Tscm2 expressed *Tox*, a master regulator of T-cell exhaustion (34–36) (**Figure 2B**), Tscm 2 had higher *Tox* expression compared to Tscm1 (**Figure 2C**). 

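Tox (ENSMUSG00000041272, chromosome 4, 6686353 to 6991557) was at 447 ± 225 CPM (SD, n = 3) in the Tscm2-like and 218 ± 92.5 CPM in the Tscm1-like cluster, and higher in Tscm2-like cells in each library. The log2 fold change was 0.99 (standard error 0.25, adjusted p = 0.0094 from edgeR's quasi-likelihood test). The estimate was 0.88 to 1.16 with DESeq2, without the library as a block and with each library left out in turn, but its call did not hold. Without the library as a block the adjusted p was 0.45, with DESeq2 it was 0.085, and without replicate 1 it was 0.16. Libraries differed widely in Tox, with 654, 480 and 208 CPM in the Tscm2-like sums.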

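Between the Tscm2-like and the Tscm1-like cluster, 218 of 3308 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 93 higher in Tscm2-like and 125 higher in Tscm1-like cells. The clusters were drawn from the same counts, so the number describes how far they lie apart. The setting that moved it most without changing clusters was the fit without replicate 3, with 77 genes. Tnfsf8, Il7r and Cxcl10 are markers behind the Tscm1-like name, so their direction is partly fixed by the naming. Tnfsf8 (ENSMUSG00000028362, chromosome 4, 63831308 to 63861347) was at 494 ± 37.3 CPM (SD, n = 3) in the Tscm1-like cluster and rested on 2 UMIs in the Tscm2-like cluster. The ratio of the pooled levels was 133 (95% exact interval 36.2 to 1109, counting error only). In replicate 2 all 17 Tnfsf8 UMIs of the Tscm1-like cluster lay in 1 cell, so the small SD overstates how well that library replicates the level. Il7r (ENSMUSG00000003882, chromosome 15) was at 591 ± 194 CPM against 81.9 ± 32.3 CPM, a log2 fold change of -3.13 (standard error 0.30, adjusted p = 2.6e-09). Cxcl10 (ENSMUSG00000034855, chromosome 5) lay under the count filter. It was higher in Tscm1-like cells in 3 of 3 libraries, with 580, 29.0 and 316 CPM against 77.5, 11.4 and 40.6 CPM. For Tcf7 the log2 fold change of Tscm2-like over Tscm1-like cells was 0.12 (standard error 0.27, adjusted p = 0.91), smaller than its error. Bcl6 (ENSMUSG00000022508, chromosome 16) had a log2 fold change of 0.73 (standard error 0.30, adjusted p = 0.19).
Of the 115 Tscm1-like cells, 55 carried no CD8 UMI and 50 carried at least 2. The cells with no CD8 UMI held 122 of the 152 Tnfsf8 UMIs of the cluster. Cxcl10 lay the other way, with 98 of 121 UMIs in the cells with at least 2 CD8 UMIs, up to 31 of them in 1 cell. Il7r was at 928 CPM in the cells with at least 2 CD8 UMIs and 422 CPM in those with none.

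**Figure D1:**
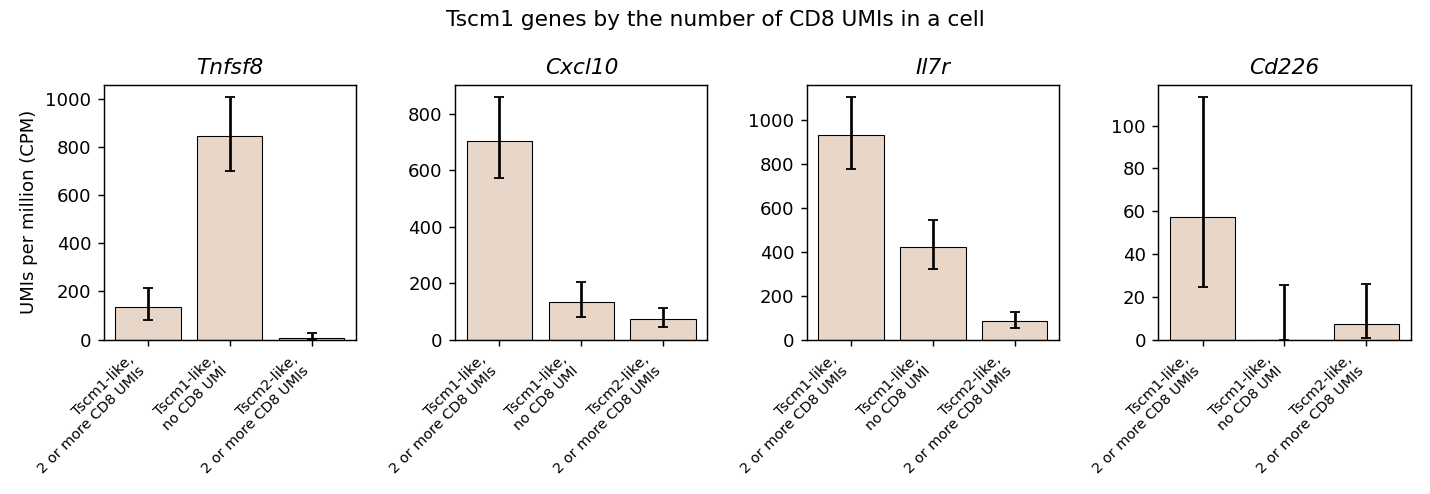
Levels of Tnfsf8, Cxcl10, Il7r and Cd226 in CPM (y axes, each gene with its own scale) in Tscm1-like cells with at least 2 CD8 UMIs, Tscm1-like cells with no CD8 UMI and Tscm2-like cells with at least 2 CD8 UMIs. Bars are the pooled cells of the 3 libraries and error bars are 95% Poisson intervals, which cover counting error only. Tnfsf8 is highest in cells with no CD8 UMI, at 844 CPM against 137 CPM, and the other 3 genes in cells with at least 2.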

Tscm1 expressed higher levels of *Tnfsf8* (CD30L)*, Cxcl10*, and *Il7r*, whereas Tscm2 expressed higher levels of *Tcf7* and *Bcl6* (**Figure 2C**), key transcription factors associated with stem-memory or progenitor T cells (37).

**Figure 2:**
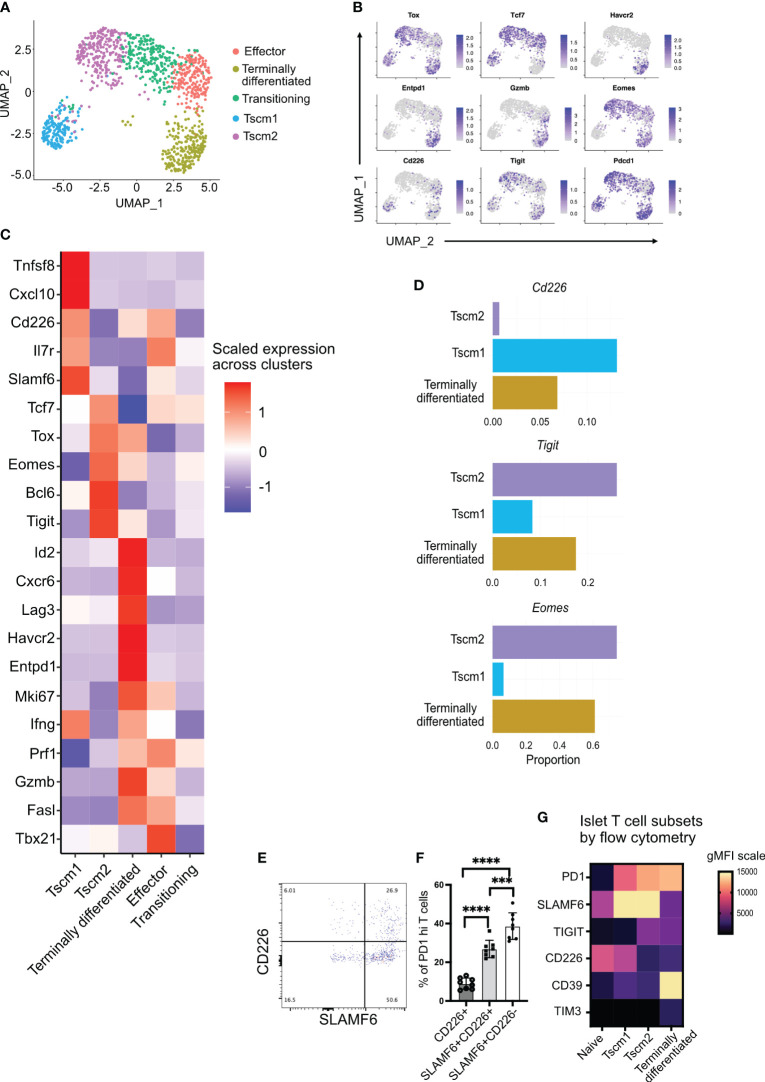
Tigit, Cd226, and Eomes expression in islet-infiltrating stem-like memory CD8+ T cells using single-cell RNA sequencing. **(A)** Uniform Manifold Approximation and Projection (UMAP) plot of islet-infiltrating PD1+CD44+ CD8+ T cells from 14–16-week-old NOD mice showing clusters of stem-like memory (Tscm1 and Tscm2), effector, terminally differentiated, and transitioning T cells. **(B)** Feature plot showing expression of indicated genes in various subsets of T cells. **(C)** Heatmap showing differentially expressed genes in Tscm1, Tscm2, terminally differentiated, and effector T cells. **(D)** The proportions of cells expressing the indicated genes in Tscm1, Tscm2, and terminally differentiated T cells. **(E, F)** Frequency of CD226 and SLAMF6 expressing PD1+CD8+ T cells from islets of 14–18-week-old female NOD mice. **(E)** Representative plot and **(F)** pooled data showing mean ± SD of individual mice (n=8), ***p<0.001 and ****p<0.0001, one-way ANOVA Tukey’s multiple comparison test. **(G)** Heatmap showing gMFI expression of cell surface markers using flow cytometry for the identification of T-cell subsets in the islets.

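The terminally differentiated-like cluster was set against the mean of the Tscm1-like and Tscm2-like clusters. Of the genes tested, 440 differed, 249 higher and 191 lower in terminally differentiated-like cells. Havcr2, Entpd1 and Lag3 are markers behind the terminally differentiated-like name, so their higher levels were partly fixed by the naming. Tigit is not. Havcr2 (ENSMUSG00000020399, chromosome 11) was at 248 ± 186 CPM (SD, n = 3) and had 3 UMIs in the Tscm-like clusters together, a ratio of pooled levels of 63.8 (95% exact interval 21.1 to 316). Entpd1 (ENSMUSG00000048120, chromosome 19) was at 283 ± 67.4 CPM against 7.5 ± 8.0 and 8.2 ± 3.5 CPM in Tscm1-like and Tscm2-like cells. Lag3 (ENSMUSG00000030124, chromosome 6) was at 450 ± 140 CPM, with a log2 fold change of 1.56 (standard error 0.27, adjusted p = 5.4e-05 from edgeR's quasi-likelihood test). Tigit was at 53.7 ± 30.0 CPM, between the 14.7 ± 12.8 CPM of Tscm1-like and the 83.6 ± 23.8 CPM of Tscm2-like cells. Its log2 fold change from their mean, 0.34 (standard error 0.53, adjusted p = 0.76), therefore decides nothing about either cluster.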

Terminally differentiated T cells expressed multiple immune checkpoint molecules including *Tigit*, *Lag3*, *Entpd1* (CD39), and *Havcr2* (TIM3) (**Figures 2B, C**). These terminally differentiated T cells did not express *Tcf7* (TCF1) but expressed *Tox* (**Figures 2B, C**). They also expressed the transcription factor *Id2* (**Figure 2C**). 

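Tcf7 was lower in terminally differentiated-like cells than in the Tscm-like clusters by a log2 fold change of -3.82 (standard error 0.44, adjusted p = 2.4e-08 from edgeR's quasi-likelihood test). After thinning, 2 of 111 terminally differentiated-like cells carried Tcf7, a share of 1.93% ± 2.00 (SD, n = 3). The share in B-like cells was 0.474% ± 0.519. Tox was at 295 ± 212 CPM in terminally differentiated-like cells, a log2 fold change of 0.03 (standard error 0.22, adjusted p = 0.96) from the Tscm-like mean. That mean joins 218 CPM in Tscm1-like and 447 CPM in Tscm2-like cells, so it does not speak for either cluster.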

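Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) was at 931 ± 244 CPM (SD, n = 3) in terminally differentiated-like cells. It was at 428 ± 78.7 CPM in Tscm2-like and 260 ± 69.5 CPM in Tscm1-like cells. The log2 fold change over the Tscm-like mean was 1.48 (standard error 0.18, adjusted p = 1.5e-07 from edgeR's quasi-likelihood test). Id2 is also a marker behind the name of this cluster, which limits what its level adds.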

Terminally differentiated cells and effector T cells expressed the cytotoxic molecules *Prf1* (perforin), *Gzmb* (granzyme B), and *Ifng* (**Figure 2C**). However, effector T cells expressed *Tcf7* and *Tbx21* (T-bet) but not *Tox* (**Figures 2B, C**). 

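Gzmb and Prf1 are markers behind the effector-like name, which limits what their levels there add. Gzmb (ENSMUSG00000015437, chromosome 14) was at 747 ± 311 CPM (SD, n = 3) in terminally differentiated-like and 477 ± 329 CPM in effector-like cells. The Tscm-like clusters held 0 of its UMIs among 850426, so the pooled level in terminally differentiated-like cells was at least 218-fold higher. Prf1 (ENSMUSG00000037202, chromosome 10) was at 159 ± 91.6 CPM in terminally differentiated-like, 113 ± 69.6 CPM in effector-like, 76.4 ± 29.0 CPM in Tscm2-like and 24.7 ± 9.9 CPM in Tscm1-like cells. Effector-like and terminally differentiated-like cells did not differ in Prf1 at the threshold (log2 fold change -0.52, standard error 0.34, adjusted p = 0.56 from edgeR's quasi-likelihood test). Ifng (ENSMUSG00000055170) was low, at 45.7 ± 16.8 CPM in terminally differentiated-like and 69.0 ± 31.9 CPM in effector-like cells. In Tscm1-like cells Ifng was at 294, 0.0 and 26.9 CPM in the 3 libraries, so that replicate 1 decided its mean.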

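Between the effector-like and the terminally differentiated-like cluster, 123 genes differed, 53 higher and 70 lower in effector-like cells. This count depended on which cells were called effector-like, and rose to 253 when the cluster that lost its name was counted with them. Tcf7 was at 180 ± 33.2 CPM (SD, n = 3) in effector-like cells, a log2 fold change of 3.37 over terminally differentiated-like cells (standard error 0.49, adjusted p = 1e-05 from edgeR's quasi-likelihood test). Tox was lower, with a log2 fold change of -1.43 (standard error 0.29, adjusted p = 0.0013). It stayed at 110 ± 57.3 CPM in effector-like cells, and 13.9% ± 9.12 of thinned cells carried it against 0.413% ± 0.155 of B-like cells. Tbx21 (ENSMUSG00000001444, chromosome 11) was at 28.8 ± 17.7 CPM in effector-like, 32.2 ± 10.9 CPM in terminally differentiated-like and 31.7 ± 17.0 CPM in Tscm2-like cells, and these differences lay within the spread of the libraries. Tbx21 is a marker behind the effector-like name.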

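Il7r was at 340 ± 134 CPM (SD, n = 3) in effector-like cells and 12.1 ± 10.6 CPM in terminally differentiated-like cells. The log2 fold change was 4.50 (standard error 0.50, adjusted p = 4.9e-08 from edgeR's quasi-likelihood test). The unnamed cluster of 120 cells held more of it, 1652 ± 735 CPM. Il7r is a marker behind the effector-like name as well, which partly fixes its difference from terminally differentiated-like cells.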

Effector T cells also expressed *Il7r* (**Figure 2C**), which marks effector T cells having the potential to develop as memory T cells (38). There was also a population of transitioning T cells between Tscm2 and effector cells (**Figure 2A**). These transitioning T cells expressed not only the effector molecule perforin (shared with the effector cluster) but also *Tcf7* (shared with effector and Tscm2 clusters) (**Figure 2C**). 

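The paper gives only Prf1 and Tcf7 for its transitioning cells, too few markers for the naming rule. No cluster could therefore be named transitioning, so the lack of such a name is no result. An unnamed cluster of 114 cells came closest in the 2 genes. It held Prf1 at 133 ± 14.4 CPM (SD, n = 3), a log2 fold change of 0.18 from the effector-like cluster (standard error 0.41, adjusted p = 0.94 from edgeR's quasi-likelihood test). Its Tcf7 was at 268 ± 122 CPM, a log2 fold change of -0.09 from the Tscm2-like cluster (standard error 0.27, adjusted p = 0.95). The cluster also carried B-cell and antigen-presenting-cell RNA, since Cd74, H2-Aa and Igkc were among its leading genes. Of its cells, 33.3% had no CD8 UMI.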

Our identification of stem-like memory T cells and terminally differentiated T cells in islets of NOD mice is consistent with results from other studies (7–9).

We next looked at the expression of *Cd226*, *Tigit*, and *Eomes*, a transcription factor that has been shown to downregulate *Cd226* expression in tumor-infiltrating T cells (31). 

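Cd226 (ENSMUSG00000034028) lies on chromosome 18 of GRCm38 from 89176967 to 89272229. At least 1 Cd226 UMI was found in 8.18% ± 5.46 (SD, n = 3) of Tscm1-like cells thinned to 2000 UMIs, 7 of 99 cells. The share was 0.476% ± 0.825 in Tscm2-like cells, 1 of 177. The difference was 7.70 percentage points ± 6.27 and had the same sign in 3 of 3 libraries (exact permutation test, p = 0.25). Tscm1-like shares varied from 12.5% and 10.0% in replicates 1 and 2 to 2.04% in replicate 3. Without replicate 3 the difference was 11.3 percentage points. Unthinned cells gave 7.34% and 1.65%. Of Cd226 UMIs, the Tscm1-like sums held 10 and the Tscm2-like sums 2, too few for the count filter. In the fit without that filter the log2 fold change of Tscm2-like over Tscm1-like cells was -2.73 (standard error 0.93, adjusted p = 0.13 from edgeR's quasi-likelihood test). That fit takes its spread from 12788 genes, most of them with low counts, so its error and adjusted p call for caution. In Tscm1-like cells all 10 UMIs lay in cells with a CD8 UMI. Eomes (ENSMUSG00000032446) lies on chromosome 9 from 118478212 to 118486132. Thinned cells with an Eomes UMI made up 55.3% ± 7.16 of Tscm2-like and 6.51% ± 4.07 of Tscm1-like cells, a difference of 48.8 percentage points ± 6.57 in 3 of 3 libraries. The thinning left out 16 of 115 Tscm1-like and 16 of 193 Tscm2-like cells, whose median depths were 2697 and 2801 UMIs.

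**Figure D2:**
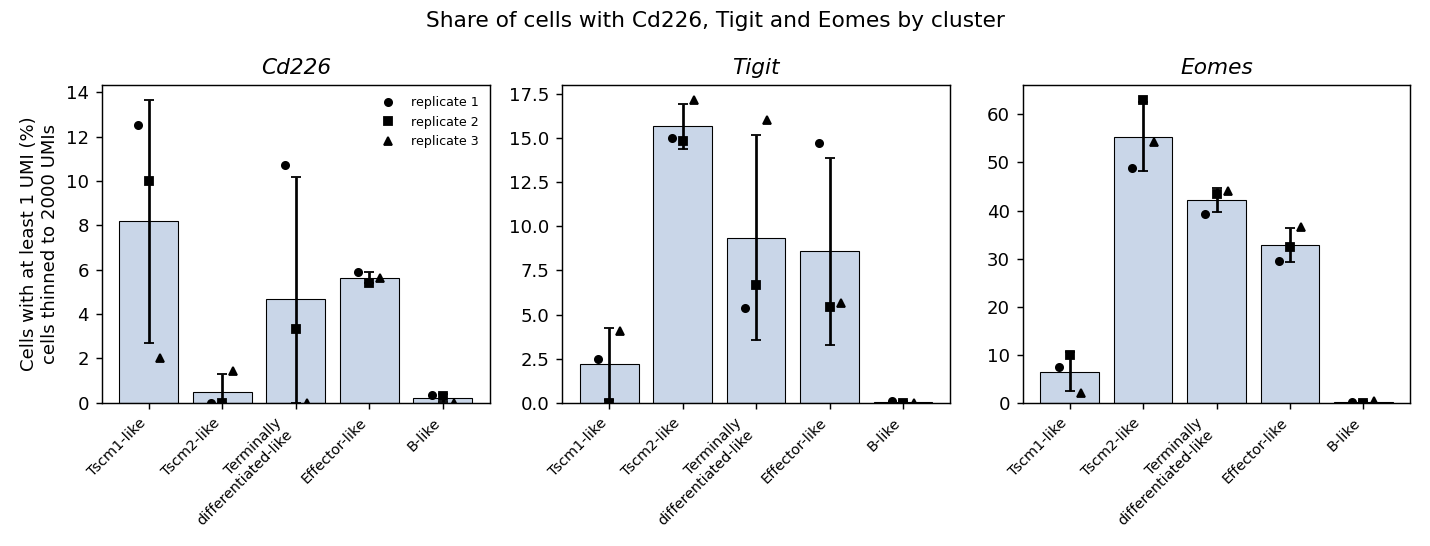
Share of cells with at least 1 UMI of Cd226, Tigit and Eomes (y axes, percent of cells thinned to 2000 UMIs) in Tscm1-like, Tscm2-like, terminally differentiated-like, effector-like and B-like cells. Bars are means and error bars SDs of the 3 libraries, whose own shares are the points. Tscm2-like cells have the highest mean shares of Tigit and Eomes, 15.7% and 55.3%, and Tscm1-like cells that of Cd226, 8.18%. The rank of Cd226 holds for thinned cells only, since unthinned effector-like cells had 7.52% against 7.34% in Tscm1-like cells.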

Of the stem-like memory T-cell clusters, *Cd226* and *Eomes* expression was mutually exclusive in clusters Tscm1 and Tscm2, respectively (**Figures 2B, C**). There were few *Cd226*-expressing cells among all activated cells (**Figure 2B**). However, the *Cd226*-expressing cells were present in Tscm1 but not in Tscm2 (**Figures 2B–D**). In contrast, *Eomes* was expressed in all clusters except the *Cd226*-expressing Tscm1 (**Figure 2B**), and it was most highly expressed in Tscm2 (**Figures 2C, D**). 

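Among all gated cells, 40 of 887 carried a Cd226 UMI, 4.62% ± 1.61 (SD, n = 3) per library. After thinning, the share was 3.52% ± 1.74. In B-like cells (median depth 2635 UMIs, against 2768 UMIs in the gate) it was 0.216% ± 0.188.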

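The thinned Cd226 share of Tscm2-like cells rested on 1 of 177 cells. Its 95% exact interval, 0.014% to 3.11%, holds the 0.216% found in B-like cells, so it cannot be told from free RNA at this depth. Other clusters carried Cd226 too. Its thinned share was 5.64% ± 0.239 (SD, n = 3) in effector-like cells and 4.68% ± 5.48 in terminally differentiated-like cells, where replicate 1 gave 10.7% and replicate 3 gave 0.0%. In the unnamed cluster of 120 cells it was 2.47% ± 2.83. Unthinned, that cluster had 10.2% ± 7.76 and effector-like cells 7.52% ± 2.45, against 7.34% ± 5.00 in Tscm1-like cells. The Tscm1-like share was thus the highest only after thinning.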

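In CPM, Eomes was at 572 ± 88.3 (SD, n = 3) in Tscm2-like, 460 ± 180 in terminally differentiated-like, 222 ± 53.1 in effector-like and 63.7 ± 13.7 in Tscm1-like cells. The log2 fold change of Tscm2-like over Tscm1-like cells was 3.09 (standard error 0.32, adjusted p = 7.6e-09 from edgeR's quasi-likelihood test). Thinned shares were 42.2% ± 2.55 in terminally differentiated-like and 32.8% ± 3.62 in effector-like cells, and 0.160% ± 0.207 in B-like cells. In Tscm1-like cells, no Eomes UMI lay in the 50 cells with at least 2 CD8 UMIs, 17 lay in the 55 cells with none and 3 in the 10 cells with 1.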

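Tigit (ENSMUSG00000071552) lies on chromosome 16 of GRCm38 from 43648867 to 43664146. Among cells thinned to 2000 UMIs, 15.7% ± 1.29 (SD, n = 3) of Tscm2-like cells carried it, 2.19% ± 2.06 of Tscm1-like, 9.34% ± 5.80 of terminally differentiated-like and 8.58% ± 5.31 of effector-like cells. B-like cells gave 0.029% ± 0.050. The Tscm2-like share exceeded the Tscm1-like share by 13.5 percentage points ± 1.21, in 3 of 3 libraries (exact permutation test, p = 0.25). Replicate 3 of the terminally differentiated-like cells, at 16.0%, lay within the range of the Tscm2-like libraries. Unthinned shares were 21.4% ± 3.07 in Tscm2-like, 2.59% ± 2.24 in Tscm1-like and 15.3% ± 7.80 in terminally differentiated-like cells. The counts are low. Asking for at least 2 UMIs per cell changed the difference to -0.204 percentage points. On the summed counts, the log2 fold change of Tscm2-like over Tscm1-like cells was 2.18 (standard error 0.61, adjusted p = 0.021 from edgeR's quasi-likelihood test). Its adjusted p was 0.12 with DESeq2 and 0.069 without the library as a block. With CD8 T cells chosen by cell, a setting added later, the log2 fold change was 1.41 (standard error 0.56, adjusted p = 0.15). Without the count filter, in the fit that calls for caution, it was 2.28 (adjusted p = 0.0054).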

The proportion of *Tigit*-expressing cells was highest in Tscm2 (**Figure 2D**). *Tigit* and *Eomes* were co-expressed in Tscm2 and terminally differentiated T cells (**Figures 2B, C**). 

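Cells with UMIs of both Eomes and Tigit were 14 of 177 thinned Tscm2-like cells (7.91%, 95% exact interval 4.39% to 12.9%) and 4 of 111 terminally differentiated-like cells (3.60%, 0.99% to 8.97%). Among thinned Tscm2-like cells with Tigit, 14 of 28 carried Eomes, close to the share of all these cells with Eomes, 94 of 177. The Tscm1-like cluster had 0 of 99 cells with both, which allows a share of up to 3.03%. These intervals cover counting error only.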

A small number of *Cd226* and *Tigit* co-expressing cells was found in the Tscm1 cluster, while almost no *Cd226* and *Tigit* co-expressing cells were found in the Tscm2 cluster (**Figures 2B, C**). 

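Unthinned, 0 of 115 Tscm1-like cells carried both Cd226 and Tigit, which allows a share of up to 2.61%, and 2 of 193 Tscm2-like cells did (1.04%, 95% exact interval 0.126% to 3.69%). In the whole gate there were 4 such cells of 887, and 1 of 782 after thinning. The difference between the clusters was not detectable at this depth.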

Flow-cytometry supported our scRNA data: the majority of SLAMF6+PD1+ stem-like memory T cells were TIGIT+ (corresponding to Tscm2) (**Figures 1G, H**), and very few of these cells were CD226+ (corresponding to Tscm1) (**Figures 2E, F**). Furthermore, we generated a heatmap of our flow cytometry data to confirm the scRNA annotation of T-cell subsets with protein expression. In the islets, PD1+CD44+ T cells were divided into Tscm1 (SLAMF6^hi^CD39^lo^CD226^hi^TIGIT^lo^), Tscm2 (SLAMF6^hi^CD39^lo^CD226^lo^TIGIT^hi^), and terminally differentiated (SLAMF6^lo^CD39^hi^CD226^lo^TIGIT^hi^) subsets (**Figure 2G**).

In summary, we identified two populations of stem-like memory T cells (Tscm1 and Tscm2) based on *Cd226*, *Tigit*, and *Eomes* expression. The Tscm2 cells were more similar to the terminally differentiated T cells with high *Tigit* and *Eomes* expression.

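Across 3290 genes, without those of Figure 2, the log2(CPM + 1) profile of the Tscm2-like cluster had a Pearson correlation of 0.746 ± 0.072 (SD, n = 3) with that of the terminally differentiated-like cluster of the same library. For the Tscm1-like cluster it was 0.613 ± 0.124. The difference was 0.133 ± 0.053, with the same sign in 3 of 3 libraries (exact permutation test, p = 0.25). Genes are not independent replicates, so the libraries alone give the spread. After the sums of each library were thinned to equal UMIs, the difference was 0.072 ± 0.027 in the same direction.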

### CD226− EOMES+ islet-infiltrating CD8+ T cells retain their functionality

The transcription factor *Eomes* is co-expressed with *Tigit*, but very few cells co-express *Eomes* with *Cd226* (**Figure 2B**). Hence, *Cd226*-negative *Eomes* expressing cells can be used to mark chronically stimulated *Tigit*-expressing T cells. 

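In the gate, 3.92% ± 0.93 (SD, n = 3) of thinned cells carried both Eomes and Tigit. Independence of the 2 genes within each library and cluster would give 3.42% ± 0.484, and the observed share was above it in 2 of 3 libraries. Cells with both Cd226 and Eomes were 0.327% ± 0.346, against 1.01% ± 0.417 from independence, and lay below it in 3 of 3 libraries (exact permutation test, p = 0.25). This share rests on 3 of 782 cells. For Cd226 and Tigit the share was 0.097% ± 0.168 against 0.193% ± 0.114, from 1 of 782 cells (exact permutation test, p = 0.75). In unthinned cells the order reversed, with 0.493% against 0.420% from independence. For Eomes and Tigit the unthinned share was 6.20% against 6.05%, above independence in 1 of 3 libraries. The unthinned share for Cd226 and Eomes stayed below independence.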

We confirmed our scRNA-seq data using flow cytometry. Approximately 60% of PD1+CD8+ T cells from the islets co-expressed EOMES and TIGIT. Only 20% of cells were TIGIT+ EOMES− (**Figures 3A, B**). In addition, more the 80% of EOMES-expressing cells did not express CD226 (**Figures 3C, D**). Consistent with our scRNA-seq data, approximately 80% of EOMES+ cells were SLAMF6+ stem-like memory T cells (**Figures 3E, F**). Using EOMES staining, we were able to divide the SLAMF6+ stem-like memory cells into two populations, where SLAMF6+ EOMES+ cells resemble Tscm2 cells seen in the scRNA-seq data (**Figure 3E**).

**Figure 3:**
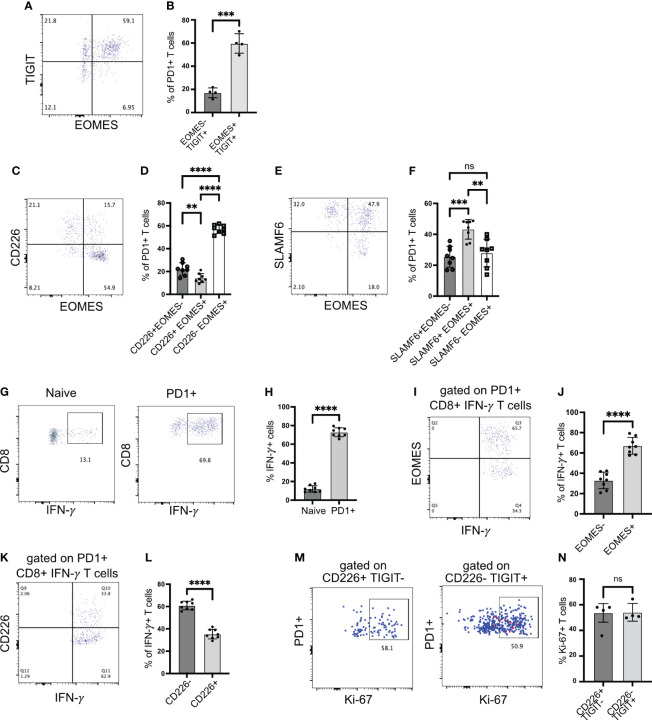
EOMES expression on islet-infiltrating T cells. **(A, B)** Frequency of EOMES+ and TIGIT+ cells among PD1+CD8+ T cells from islets. Representative plot **(A)** and pooled data showing mean ± SD and individual mice **(B)**. ***p<0.001, unpaired Student’s t-test. **(C, D)** Frequency of EOMES+ and CD226+ cells among PD1+CD8+ T cells from islets. Representative plot **(C)** and pooled data showing mean ± SD and individual mice **(D)**. One-way ANOVA Tukey’s multiple comparison test. **(E, F)** Frequency of SLAMF6 and EOMES-expressing cells among PD1+CD8+ T cells from islets, representative plot **(E)** and pooled data showing mean ± SD and individual mice **(F)**. One-way ANOVA Tukey’s multiple comparison test. **(G, H)** Frequency of IFN-γ producing CD8+ T cells from islets. Representative plots **(G)** and pooled data showing mean ± SD and individual mice **(H)**. Unpaired student’s t-test. **(I, J)** Frequency of EOMES-expressing IFN-γ producing cells among PD1+CD8+ T cells from islets. Representative plot **(I)** and pooled data showing mean ± SD and individual mice **(J)**. Unpaired Student’s t-test. **(K, L)** Frequency of CD226 expressing IFN-γ producing cells among PD1+CD8+ T cells from islets. Representative plots **(K)** and mean ± SD and individual mice **(L)**. Unpaired Student’s t-test. Female NOD mice 14–18 weeks old (n=8 mice/group) were used. p-values **p<0.01 and ****p<0.0001, ns=not significant. **(M, N)** Frequency of Ki-67+ cells among PD1+ cells gated on CD226+TIGIT− or CD226-TIGIT+ subsets. Representative plots **(M)** and mean ± SD and individual mice **(N)**. Unpaired Student’s t-test. Female NOD mice 14–18 weeks old (n=4 mice/group) were used.

The upregulation of EOMES and TIGIT in the absence of CD226 expression is linked with dysfunctional T cells and reduced proinflammatory cytokine production (31, 32). Hence, we investigated IFNγ production by islet-infiltrating T cells. When stimulated with PMA/ionomycin, more than 65% of PD1+CD8+ T cells produced IFNγ (**Figures 3G, H**). We expected that among IFNγ+ cells, the frequency of EOMES+ cells might be less because chronic antigen stimulation and EOMES expression are linked with the reduced capacity to produce cytokines. However, approximately 65% of IFNγ+ T cells were EOMES+, while approximately 30% of IFNγ+ T cells were EOMES− (**Figures 3I, J**). In addition, among IFNγ-producing CD8+PD1+ T cells, approximately 60% were CD226− (**Figures 3K, L**). We also examined proliferation of TIGIT+CD226− Tscm2 cells using Ki-67 as a marker as an additional readout of function. Both TIGIT-CD226+ and TIGIT+CD226− cell proliferated equally (**Figures 3M, N**). In summary, stem-like memory CD8+ T cells in autoimmune diabetes preserve their functional ability to produce cytokine and proliferate despite upregulating EOMES and losing CD226 expression.

### Beta cells and islet-infiltrating dendritic cells express the ligand for TIGIT, CD155

TIGIT and CD226 engage with a common ligand, CD155, and inhibit or activate T cells, respectively. For TIGIT to act as an immune checkpoint in autoimmune diabetes, it needs to engage with CD155 in the islets. CD155 has been shown to be expressed by dendritic cells. In islets, CD155 was expressed at higher levels on the CD11b+CD11c+ dendritic cells compared to B cells (**Figures 4A, B**).

**Figure 4:**
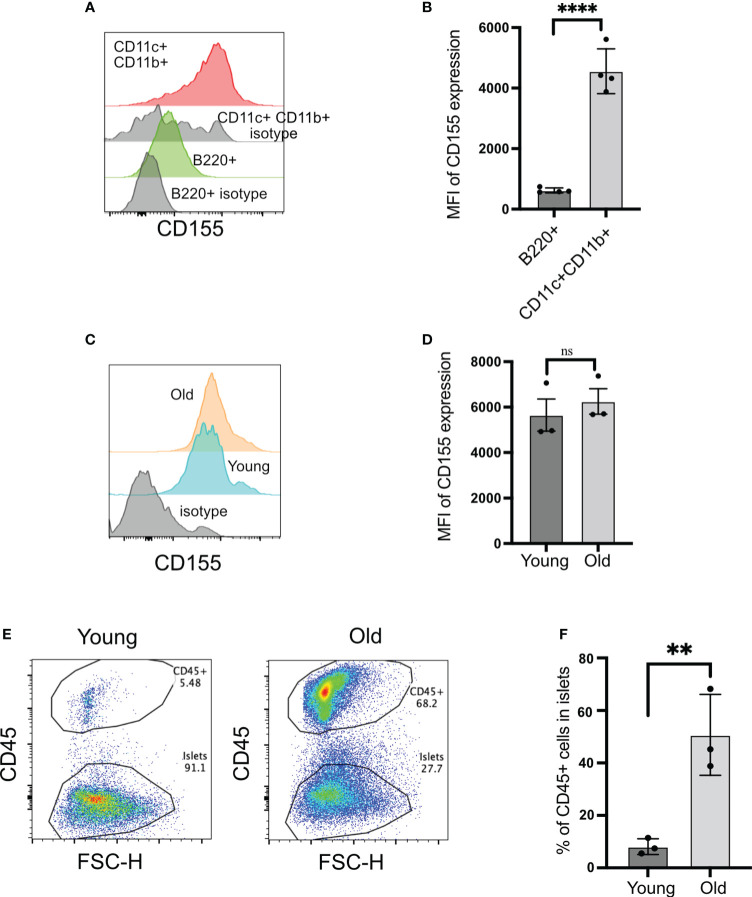
CD155 expression on beta cells and islet-infiltrating immune cells. **(A, B)** CD155 expression on B cells and CD11c+CD11b+ cells. Representative plots **(A)** and pooled data showing mean ± SD and individual mice of CD155 mean fluorescence intensity (MFI) (n=4 mice). Unpaired Student’s t-test. **(C, D)** CD155 expression on beta cells of young (4–6 weeks) or old (14–16 weeks) NOD mice. Representative plots **(C)** and pooled data showing mean ± SD and individual mice of CD155 MFI **(D)** (n=3 mice/group). Beta cells were identified as CD45− cells with high autofluorescence. Unpaired Student’s t-test. **(E, F)** Frequency of CD45+ cells in the islets of young and old NOD mice. Representative plots **(E)** and pooled data showing mean ± SD and individual mice (n=3 mice/group). Unpaired Student’s t-test. **p<0.01, ****p<0.0001, ns = not significant

The expression of CD155 on beta cells is not known. CD155 expression on beta cells would provide a direct opportunity for TIGIT to engage with its ligand when T cells form an immunological synapse with beta cells. Beta cells expressed CD155 at high levels, and this was not dependent on the age of mice because both young and old mice exhibited similar levels of CD155 on their beta cells (**Figures 4C, D**). Only 8% of islet cells were CD45+ in the islets from young mice versus 50% of CD45+ cells in the old mice (**Figures 4E, F**). These findings suggested that CD155 expression does not depend on the status of islet inflammation, and there is the opportunity for TIGIT on CD8+ T cells to engage with its ligand both on dendritic cells and beta cells in the islets.

### TIGIT does not restrain stem-like memory T cells in autoimmune diabetes

T cells in NOD islets are restrained by immune checkpoints like PD1 (15) and LAG3 (19), which negatively regulate T-cell receptor signaling. In addition to competing with CD226 for its ligand CD155 to inhibit co-stimulation (23, 39), TIGIT can also negatively regulate T cells by inhibiting T-cell receptor signaling, independent of CD226 inhibition (24). Hence, we hypothesized that TIGIT might restrain TIGIT+CD226− stem-like memory T cells in autoimmune diabetes by negatively regulating T-cell receptor signaling.

To test this, we inhibited TIGIT using a blocking antibody (1B4) (29) in 12–14-week-old NOD mice when TIGIT+ T cells are present in the islets. As a comparison, we blocked PD1 signaling with anti-PDL1 antibody and investigated its impact on diabetes induction. TIGIT blockade did not induce autoimmune diabetes, while PDL1 inhibition resulted in rapid diabetes onset in NOD mice (**Figures 5A, B**).

**Figure 5:**
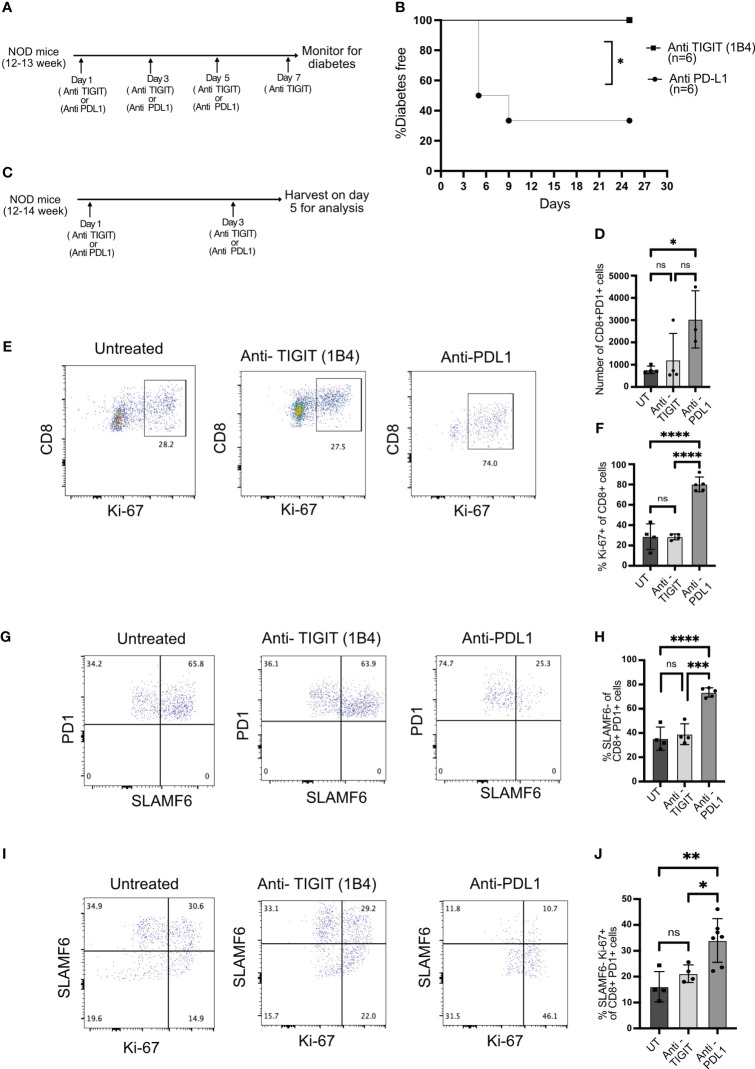
The role of TIGIT as an immune checkpoint in autoimmune diabetes. **(A)** Schematic of the treatment strategy for anti-TIGIT and anti-PDL1 antibodies. **(B)** Diabetes induction by anti-TIGIT antibody given on days 1, 3, 5, and 7, or anti-PDL1 antibody given on days 1, 3, and 5 to 12–13-week-old female NOD mice (n=6 mice/group). Statistical analysis was done by log rank (Mantel–Cox test). **(C)** Schematic of the treatment strategy to evaluate the impact of anti-TIGIT and anti-PDL1 on islet-infiltrating T cells. **(D)** The total number of CD8+PD1+ T cells and **(E)** the frequency of Ki-67 expressing cells among CD8+ T cells from the islets of untreated (UT), anti-TIGIT, and anti-PDL1 treated 12–14-week-old female NOD mice. Representative plots **(E)** and pooled data showing mean ± SD and individual mice **(F)** (n=4–5 mice/group). One-way ANOVA Tukey’s multiple comparison test. **(G, H)** The frequency of PD1+ and SLAMF6+ among PD1+ CD8+ T cells from islets after anti-TIGIT or anti-PDL1 treatment of NOD mice. Representative plots **(G)** and pooled data showing mean ± SD and individual mice **(H)** (4–5 mice/group). One-way ANOVA Tukey’s multiple comparison test. **(I, J)** The frequency of SLAMF6-Ki67+ cells among PD1+CD8+ T cells from the islets after anti-TIGIT or anti-PDL1 treatment. Representative plots **(I)** and pooled data showing mean ± SD and individual mice **(J)** (n=4-7 mice/group). p-values *p<0.05,**p<0.01,***p<0.001, and ****p<0.0001, ns=not significant.

Blocking immune checkpoint molecules results in the proliferation and differentiation of stem-like memory T cells into terminally differentiated effector like T cells (8, 13). After two doses of anti-PDL1 or anti-TIGIT antibody treatment, islets were isolated, and T cells were analyzed for their proliferation and differentiation status (**Figure 5C**). If the immune checkpoint is acting on stem-like memory T cells, its inhibition should result in proliferating terminally differentiated T cells derived from stem-like memory T cells. Anti-PDL1 treatment resulted in the rapid proliferation of CD8+ T cells and increase in the number of CD8+PD1+ T cells, but the majority of cells from anti-TIGIT treated mice remained Ki-67 negative, similar to untreated mice (**Figures 5D–F**). PDL1 but not TIGIT blockade induced the conversion of stem-like memory T cells into terminally differentiated cells as marked by an increase in the frequency of SLAMF6− PD1+ T cells (**Figures 5G, H**). Consistent with the above findings, PD1 inhibition increased the frequency of SLAMF6− Ki-67+ T cells, but TIGIT inhibition was not different to untreated mice, indicating no differentiation of stem-like memory T cells after TIGIT inhibition (**Figures 5I, J**).

### TIGIT acts as an immune checkpoint in autoimmune diabetes in the absence of PD1 signaling

Recent studies of tumor-infiltrating T cells showed that the success of PD1 or TIGIT inhibition as immunotherapy depends on the presence of CD226 and TIGIT co-expressing T cells in the tumor (33).

In the islets of NOD mice, we did not find many CD226+TIGIT+ T cells, and this could be a reason why TIGIT was not acting as an immune checkpoint in NOD mice.

We hypothesized that anti-PDL1 therapy might result in increased frequency of CD226+TIGIT+ T cells in the islets, and this would result in the right conditions for TIGIT to act as an immune checkpoint in the islet-infiltrating T cells. Two doses of anti-PDL1 led to a significant rise in CD226+TIGIT+ T cells (**Figures 6A, B**). A single dose of anti-PDL1 in 12–13-week-old NOD mice induced rapid diabetes in approximately 30% of the mice, while one dose of anti-PDL1 followed by three doses of TIGIT blocking antibody resulted in rapid diabetes in 90% of NOD mice (**Figures 6C, D**). This result suggests that TIGIT acts as a secondary immune checkpoint to restrain beta-cell-specific autoreactive T cells but only in the absence of PD1 signaling (**Figure 6E**).

**Figure 6:**
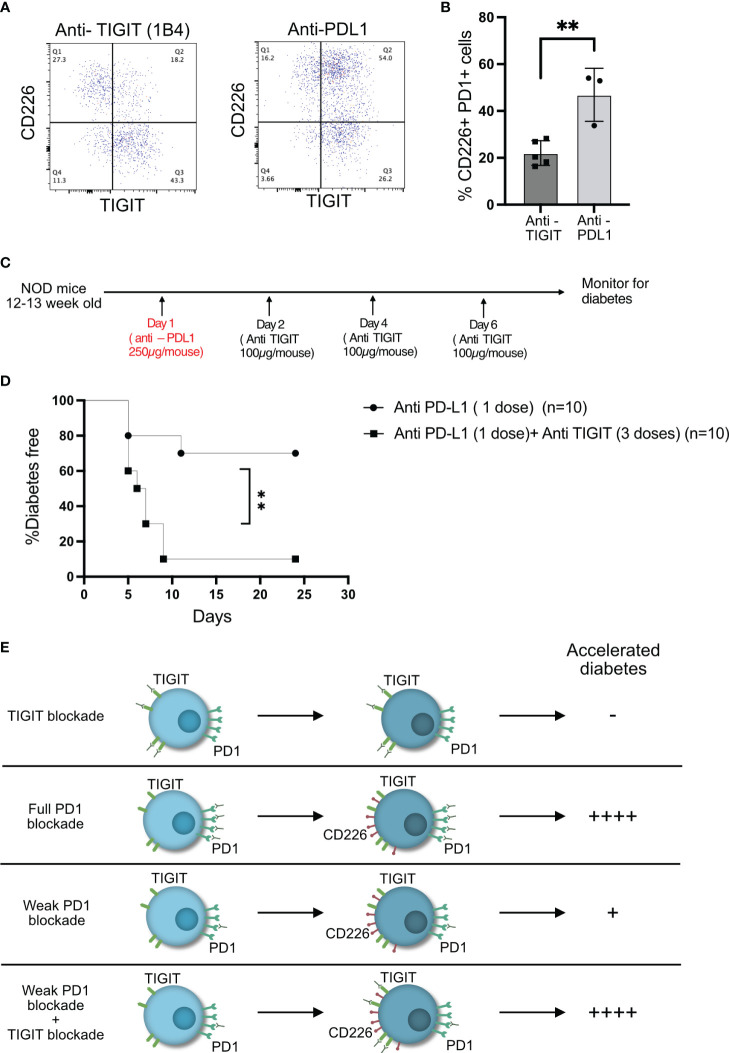
TIGIT acts as an immune checkpoint in the absence of PD1 signaling. **(A, B)** Frequency of CD226 and TIGIT-expressing PD1+CD8+ T cells from the islets of NOD mice after two doses of anti-PDL1 treatment. Representative plots **(A)** and pooled data showing mean ± SD and individual mice (n=3–5 mice/group). Unpaired Student’s t-test. **(C)** Schematic of the treatment strategy for combining anti-TIGIT and anti-PDL1 antibodies. **(D)** Diabetes incidence after one dose of anti-PDL1 alone or in combination with anti-TIGIT as detailed in the schematic in **(C)**. Statistical analysis was done by log rank (Mantel–Cox test). p-values **p<0.01. **(E)** Schematic of effect on diabetes as a result of full or weak PD1 blockade or weak PD1 blockade together with TIGIT blockade.

## Discussion

Despite the progress in developing novel immune therapies for cancer, it is poorly understood how various immune checkpoints operate in autoimmune diseases. Here, we used the NOD mouse model to study the role of the immune checkpoint TIGIT in autoimmune diabetes. Our data show that despite being expressed on autoreactive T cells and its ligand being present in islets, TIGIT does not act as a primary immune checkpoint in autoimmune diabetes. TIGIT was upregulated on islet-infiltrating T cells, and using scRNA seq, we identified a stem-like memory T-cells subset in the islets based on TIGIT expression. However, TIGIT restrained these stem-like memory T cells in the islets when PD1 signaling was reduced, resulting in rapid diabetes when TIGIT is blocked. Our results complement emerging data, suggesting a context-dependent functional hierarchy, synergy, or redundancy between immune checkpoints.

Our scRNA-seq analysis identified major stem-like memory, terminally differentiated, and activated T-cell subsets in agreement with the previously published scRNA data from NOD islets (7–9). These subsets were also identified in IGRP tetramer+ T cells from pancreatic lymph nodes of NOD mice (40). We also showed that the Tscm (also called T_PEX_) and terminally differentiated (also called T_EX_) cells from NOD mice have enriched gene signatures of classic Tscm and T_EX_ cells found in other models (9). Unlike previous studies, our manual annotation of the data identified two stem-like memory subsets, Tscm1 and Tscm2, based on *Eomes*, *Cd226*, and *Tigit* expression. These were likely missed in the previously published studies due to the challenges of annotation of scRNA-seq data and the relatively low expression of *Cd226*.

TIGIT is expressed at high levels on terminal differentiated T cells in chronic LCMV (41) infection and tumors (11), and the PD1+TIGIT+ phenotype is normally linked with hyporesponsive CD8+ T cells. TIGIT is also expressed on transitory effector T cells and TCF1+ stem-like memory T cells in chronic LCMV infection (42). In addition, during chronic LCMV infection, TIGIT+ T cells produce immunoregulatory cytokine IL-10 and limit immune pathology (43). Interestingly, in autoimmune diabetes, TIGIT-expressing stem-like memory T cells were found in the islets. Chronic antigen stimulation and EOMES-induced loss of CD226 have been linked with dysfunctional T cells. However, in the islets, T cells with a similar phenotype retain their functionality. This could be due to their unique stem-like memory differentiation state resulting from a TCF1-driven epigenetic program. PD1+ TIGIT+ stem-like memory T cells have also been identified as a human CD8+ T-cell subset that has been shown to be less functional (44). Interestingly, Teplizumab, which engages CD3 molecules on T cells, has been shown to increase the frequency of PD1+TIGIT+ T cells, and it was positively co-related with responders in the type 1 diabetes prevention trial (45). However, it remains to be determined if PD1+ TIGIT+ uniquely differentiated stem-like memory T cells exist in human type 1 diabetic islets and what is their functional status.

We found that unlike PD1, TIGIT is not acting as a primary immune checkpoint in stem-like memory T cells. CD226 knockout NOD mice had a reduced incidence of autoimmune diabetes (25). It was suggested that in the absence of co-stimulation via CD226, T-cell activation and effector/memory response were impaired leading to protection from autoimmune diabetes. In the same study, TIGIT knockout NOD mice developed autoimmune diabetes with the same incidence as wild-type NOD mice (25). It is possible that knocking out TIGIT from birth might be compensated by other immune checkpoints. However, our experiments using a TIGIT-blocking antibody after T cells infiltrate the islets confirm that inhibiting TIGIT alone cannot unleash self-reactive T cells in the islets.

One of the ways that TIGIT imparts its inhibitory activity is by competing with CD226 for the ligand CD155. For this activity, both CD226 and TIGIT need to be co-expressed on the same T cells. Our data show that the majority of the islet-infiltrating CD8+ T cells did not co-express CD226 and TIGIT. However, blocking PD1 signaling increased CD226 and TIGIT co-expressing cells, and TIGIT inhibition led to rapid diabetes in NOD mice. This finding establishes a hierarchy of immune checkpoints in autoimmune diabetes where TIGIT is downstream of PD1 in negatively regulating beta-cell-specific T cells. In line with a recent study of tumor-infiltrating T cells (33), these results also suggest that inhibiting CD226 signaling by TIGIT might be one of the major mechanisms by which TIGIT imparts its immune regulation in self-reactive T cells. This can be addressed by future studies in autoimmune diabetes.

We showed that CD155, a ligand for TIGIT and CD226, is expressed on the beta cells and islet-infiltrating dendritic cells. This is in agreement with previous data showing CD155 expression on human stem-cell-derived beta cells (46). Despite this, it remains possible that TIGIT is not engaged with its cognate ligand in the islets. Indeed, a limitation of our study is concrete evidence of TIGIT’s engagement with CD155, either on beta cells or dendritic cells. As yet, no distinctive gene signature or markers of TIGIT engagement on T cells has been identified. Future studies on the intracellular signaling pathways of TIGIT will identify markers to enable us to confirm TIGIT engagement in NOD mice. TIGIT engagement with CD155 imparts immunoregulatory signaling in dendritic cells (20), and in melanoma, TIGIT-CD155 interaction has been shown to reduce cytotoxic T-cell responses (47). It is not known if dendritic cells can also protect themselves from cytotoxic T cells using similar mechanisms or whether this has any impact on antigen presentation in cancer or autoimmunity.

Our study has some limitations. Although our data suggested that TIGIT can act as an immune checkpoint when PD1 is inhibited, we cannot conclude that TIGIT is acting as an immune checkpoint on the same cell where PD1 is inhibited. Similarly, it is not possible to infer if TIGIT is acting as an immune checkpoint on stem-like memory T cells or if it exerts its immune checkpoint activity on another T-cell subset that has been induced because of PD1 inhibition. From our results, it is difficult to conclude whether TIGIT acts as an immune checkpoint via exclusively negatively regulating CD226. This could be addressed further using CD226 and TIGIT knockout mice. TIGIT is also expressed on islet-infiltrating CD4+ T cells, and from our data, we cannot rule out the impact of TIGIT on CD4+ T cells.

In summary, TIGIT-expressing stem-like memory T cells are present in autoimmune diabetes, but TIGIT acts as a secondary immune checkpoint in restraining beta-cell-specific T cells. This study established an order of immune checkpoint molecules in autoimmune diabetes by showing that TIGIT can act as an immune checkpoint only in the absence of PD1. We have identified subsets of stem-like memory T cells based on the expression of TIGIT, CD226, and EOMES. Our data suggest that engaging TIGIT might not be a suitable way to target these cells in autoimmune diabetes because it is downstream of PD-1, which might be a better target for successful immunotherapy. It is possible that other immune checkpoint molecules also targeting molecules that are upstream in the hierarchy of immune checkpoints might provide a better chance for successful immunotherapy for autoimmune diabetes. Fundamental knowledge of how immune checkpoint receptors function in autoimmunity will be helpful in developing future immunotherapies where boosting immune checkpoint signaling could prevent autoimmune diabetes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE247956.

## Ethics statement

The animal study was approved by St Vincent’s Hospital Animal Ethics Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

PT: Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Validation, Writing – original draft, Writing – review & editing, Project administration, Visualization. GJ: Data curation, Formal Analysis, Investigation, Writing – review & editing. DD: Data curation, Formal Analysis, Investigation, Writing – review & editing. CC: Data curation, Formal Analysis, Investigation, Visualization, Writing – review & editing. CS: Formal Analysis, Investigation, Writing – review & editing. TG: Formal Analysis, Investigation, Writing – review & editing. TC: Formal Analysis, Investigation, Writing – review & editing. LE: Formal Analysis, Investigation, Writing – review & editing. LB: Resources, Writing – review & editing. NJ: Resources, Writing – review & editing. TK: Conceptualization, Funding acquisition, Supervision, Writing – review & editing. HT: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. BK: Conceptualization, Project administration, Supervision, Writing – review & editing.

# Supplementary material for: TIGIT acts as an immune checkpoint upon inhibition of PD1 signaling in autoimmune diabetes
**Source:** Front Immunol. 2024 Mar 12;15:1370907. doi: 10.3389/fimmu.2024.1370907
**Supplement:** Supplementary file 1

***Supplementary Material***

**TIGIT acts as an immune checkpoint upon inhibition of PD1 signaling in autoimmune diabetes**

Prerak Trivedi ^1^, Gaurang Jhala ^1^, David J De George ^1,2^, Chris Chiu ^1^, Claudia Selck ^1,2^, Tingting Ge ^1,2^, Tara Catterall ^1^, Lorraine Elkerbout ^1^, Louis Boon ^3^, Nicole Joller ^4^, Thomas W Kay ^1,2^, Helen E Thomas ^1,2*^, Balasubramanian Krishnamurthy ^1,2^

**Supplementary Figures**

**
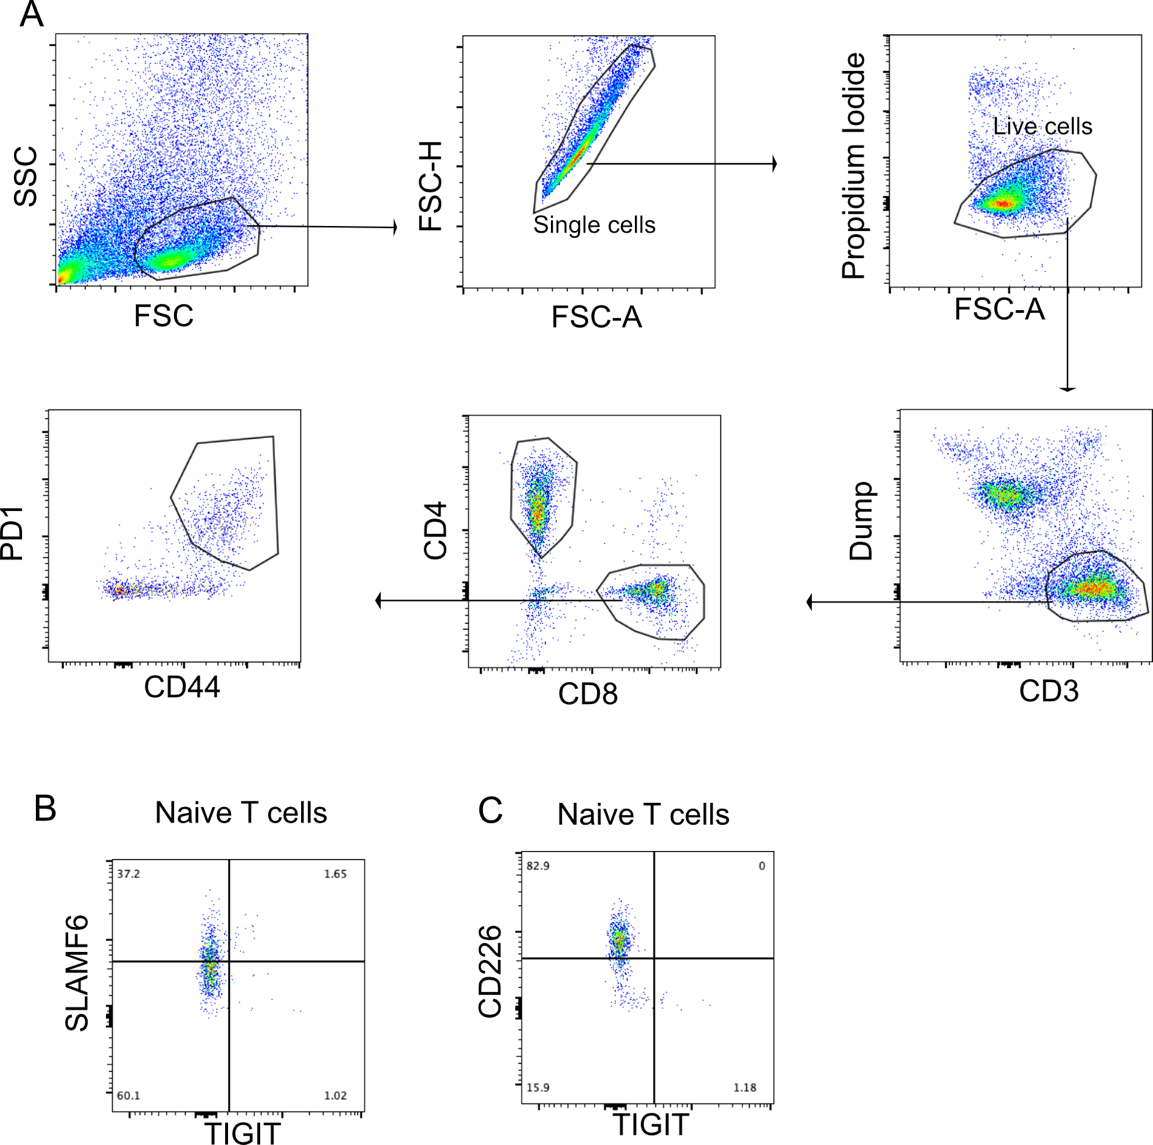
**

**Supplementary Figure 1. Gating strategy and gating controls for islet infiltrating CD8+ T cells.** (A) Gating strategy for analyzing (PD1+CD44+) CD8+ T cells from islets. (B) SLAMF6 and TIGIT and (C) CD226 and TIGIT expression on Naïve (PD1-CD44-) CD8+ T cells from islets.

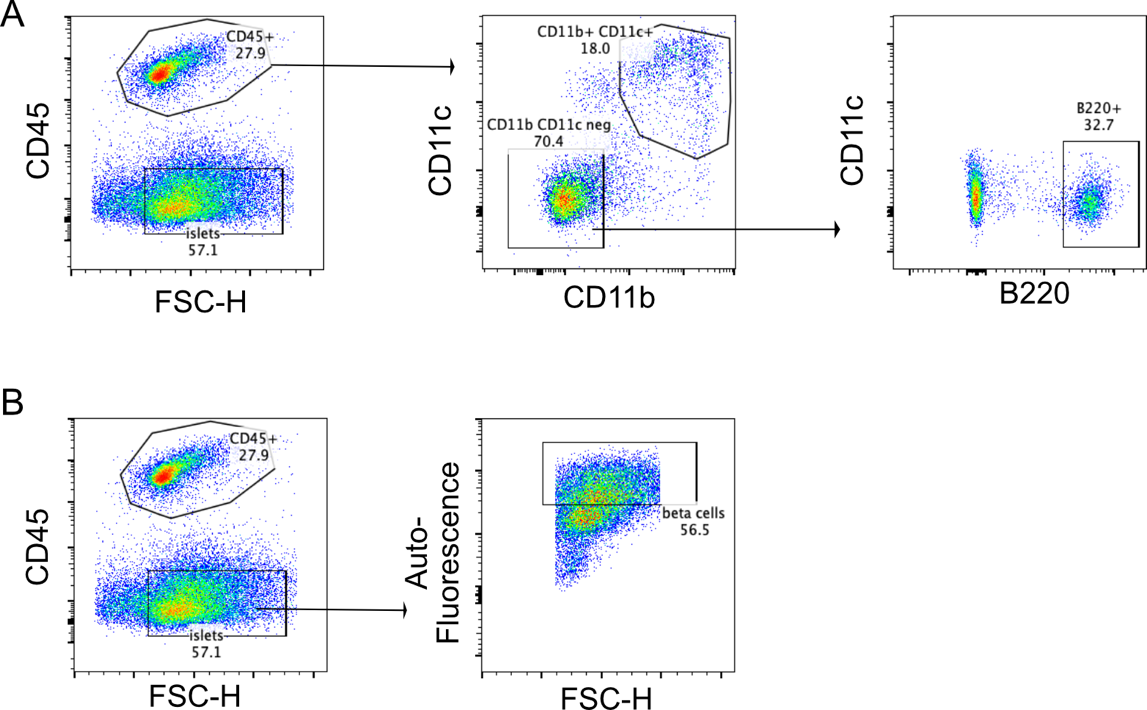

**Supplementary Figure 2. Gating strategy for the identification of B cells, dendritic cells and beta cells.** (A) CD45+ cells from islets are further divided into dendritic cells (CD11b+CD11c+) or B cells (B220+). (B) Beta cells gated as CD45- cells with high autofluorescence.

**Supplementary Table 1**

Antibodies used in this study

| Target | Fluorophore | Clone | Manufacturer |
| --- | --- | --- | --- |
| Cd11c | eF450 | M1/70 | Invitrogen |
| Cd11b | eF450 | N41B | Invitrogen |
| Ly6G | eF450 | RB6-8C5 | Invitrogen |
| B220 | eF450 | RA3-6B2 | Invitrogen |
| CD3 | V500 | 500A2 | BD Biosciences |
| CD4 | APC-Cy7 | GK1.5 | BD Pharmigen |
| CD8 | APC | 53-6.7 | BioLegend |
| CD8 | BV711 | 53-6.7 | BioLegend |
| CD8 | APC-Cy7 | 53-6.7 | BD Pharmingen |
| PD-1 | BV605 | 29F.1A12 | BioLegend |
| CD44 | PE-Cy7 | IM7 | BioLegend |
| TIM3 | AF700 | 215008 | R&D Systems |
| SLAMF6 | FITC | REA1097 | Miltenyi Biotech |
| CD226 | BV785 | TX42.1 | BioLegend |
| TIGIT | PE/dazzle | 1G9 | BioLegend |
| TIGIT | eF660 | GIGD7 | eBioscience |
| CD39 | BV711 | Y23-1185 | BioLegend |
| EOMES | PE-Cy7 | Dan11mag | eBioscience |
| EOMES | PE-eF610 | Dan11mag | eBioscience |
| Ki-67 | PE-Cy7 | SolA15 | eBioscience |
| IFN-γ | FITC | XMG1.2 | eBioscience |
| CD155 | BV605 | TX56 | BioLegend |
| CD11c | APC | HL3 | BD Pharmigen |
| B220 | FITC | RA3-6B2 | BD Pharmigen |
| CD45 | PE-Cy7 | 30-F11 | BD Pharmigen |

How the deposited data were processed for this re-analysis (not part of the article)

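The data are 3 single-cell RNA sequencing libraries of live CD45+ cells sorted from islets of wild-type NOD mice, each from islets of 2 to 3 pooled mice. The methods give the age as 15 to 16 weeks and the legend of Figure 2 as 14 to 16 weeks. There is 1 condition and there are 3 replicates. The paper names 2 independent experiments but not which library belongs to which, so no batch was tested. The submitters' labels set replicates 1 and 3 apart from replicate 2, and no record says whether this marks the experiments. The library block takes up such a difference, and the fit without replicate 2 rests on replicates 1 and 3 alone. For each library the authors deposited raw counts, the UMIs per gene and cell from cellranger (version 6.0.1, mm10), with a list of 32285 genes. No normalization, cell filter or cell type annotation of the authors is in these files. Gene coordinates are from GENCODE M21, which is on GRCm38, the assembly also called mm10.

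From these counts, cells with 200 to 5000 genes, under 6000 UMIs, under 5% mitochondrial and over 5% ribosomal UMIs were kept, and Malat1, mitochondrial and ribosomal genes were removed, as the methods state. Doublets were scored by a re-implementation of the DoubletFinder procedure (artificial doublets at a share of 0.25, neighbourhood 0.29, 30 principal components), and 7.6% of each library was removed. Libraries were normalized with SCTransform and integrated on 3000 features in Seurat 5.3.0 (sctransform 0.4.2, R 4.3.3), where the study used an earlier release. T cells, then CD8 T cells, then clusters high in Pdcd1 and Cd44 were taken out in turn, and cells with a Cd4 UMI were removed from the CD8 clusters. The last clustering used 15 principal components and a resolution of 0.8 and left out the genes that the paper names or shows in Figure 2. The study also took a subset by NOD genotype. The files hold wild-type NOD libraries only, so this step was left out. The paper does not state whether libraries of other genotypes took part in its integration, which limits every comparison with its clusters.

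Markers for each cell type were fixed before the data were examined. The rules that use them were not. That cells are chosen by cluster was fixed in advance, but how was not. A T-cell clustering at resolutions of 0.8, 2 and 4, a gate by cell and gates with and without cells that carry a Cd4 UMI were looked at before the main gate was chosen. The rule that keeps endocrine RNA from renaming T cells, the depth of 2000 UMIs for thinning and the rule for names were also set after the cells were seen. Under that last rule, a cluster takes the name with the highest mean level of its markers relative to the highest cluster, if that mean is at least 0.5, is above that of the naive CD8 markers and rests on at least 3 markers with at least 10 UMIs. A further condition, that the name must stand with each marker left out in turn, was added after a first run had called a cluster effector-like although Il7r, S1pr1 and Klf2 were among its leading genes. The closing section gives the results without that condition.

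UMIs were summed per library and cluster where at least 10 cells were present. The sums of the 4 named clusters were fitted together with edgeR 4.0.16 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest) with the library as a block, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The clusters of a library come from the same mice, which is where the pairing comes from. Deviations from the cluster means correlated between clusters of the same library with r from 0.07 to 0.46 (mean 0.23, 18 pairs). Between clusters of different libraries r was from -0.32 to 0.17 (mean -0.11, 36 pairs). The deviations of a cluster cancel out over its libraries. A positive mean within libraries therefore forces a negative one between them, which adds no support of its own. The test was tried on simulated counts with the sizes of the real sums. Each gene had a single mean over all sums and a spread set by the trend over genes. Differences between libraries and other differences between clusters were left out. The simulation does not speak for smaller changes, such as that of Tox. In these counts the test was given 200 of 3308 genes changed by a log2 fold of 2. It found 100% of them for Tscm2-like against Tscm1-like with 9 false calls, 100% for terminally differentiated-like against the Tscm-like mean with 9, and 99.5% for effector-like against terminally differentiated-like with 6. Genes under the count filter, such as Cd226, Cxcl10, Ifng, Tbx21 and Mki67, are given as levels, or from the fit of 12788 genes without that filter. The spread in that fit comes mostly from genes with low counts, so its adjusted p-values call for caution.

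Shares of cells with a gene were computed per library and cluster on cells thinned to 2000 UMIs, and compared by exact sign flips of the 3 libraries, which cannot give a p under 0.25. Intervals of shares and counts are exact 95% intervals and cover counting error only. A count of 0 is given with the limit that 3 counts would set. The genes named in the text are those the paper names for these data or shows in Figure 2, the 5 genes with the largest change in each direction between the Tscm-like clusters among those at 50 CPM or more in the higher cluster and changed the same way in all 3 libraries, and, as checks of identity, Cd4, Cd8a, Cd8b1, Pvr and the cell type markers. Those 10 genes (Klre1, Ccl5, Ret, Rasgef1a and Cd7 in Tscm2-like cells, and Tnfsf8, Izumo1r, Igf1r, Gbp5 and Trib2 in Tscm1-like cells) set the clusters apart and are not results in themselves. Nt5e and Tnfrsf4, and Klf2, Cd74, H2-Aa and Igkc as leading genes of unnamed clusters, were chosen after their values were seen.

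Alternatives fixed before the data were examined were DESeq2 1.42.0, no count filter, no block, each library left out, no UMI limit, no doublet removal, a gate by cell, the genes of Figure 2 kept in the clustering, resolutions of 0.4 and 1.2, 30 principal components, no integration, unthinned cells, at least 2 UMIs, all genes in the profile correlation and Spearman's rho. Added later were CD8 T cells chosen by cell with activation by cluster, cells with a Cd4 UMI kept, the names before the marker check, cells with at least 2 CD8 UMIs only, and sums thinned to equal UMIs. A planned comparison of Pvr between dendritic-like and B-like cells gave no value, since no dendritic-like cluster formed under any setting. The flow cytometry of the study has no deposited file and was left out. Further steps used Python 3 with numpy, scipy and pandas.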

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

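The tests of CD4 T cells by gene, of doublets by Eomes and Ccl5 and of doublets at high UMIs were chosen after the results were seen; the first test of CD4 T cells and the test of doublets in the Tscm1-like cluster were set before.

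The Tscm1-like cluster carried genes that the paper does not discuss. Izumo1r, a marker of CD4 T cells in the list fixed before the data were examined, was at 209 ± 57.1 CPM (SD, n = 3 libraries) in Tscm1-like and 4.4 ± 4.3 CPM in Tscm2-like cells. Tnfrsf4, from the same list, Nt5e and Igf1r were higher in Tscm1-like cells too. These genes took part in the clustering or were chosen because they lead the cluster, so their difference between clusters is no result. What drew attention is where they lie within it. In the 50 Tscm1-like cells with at least 2 CD8 UMIs, Izumo1r was at 172.6 CPM (24 UMIs in 16 cells, 95% Poisson interval 110.6 to 256.8), and in the 95 Tscm2-like cells with at least 2 CD8 UMIs it was at 7.2 CPM (2 UMIs). Nt5e was at 179.8 against 21.7 CPM and Igf1r at 194.1 against 3.6 CPM. Izumo1r was at 193.2 CPM in the 28 such cells of replicate 1, at 95 CPM in the 3 of replicate 2 and at 160.5 CPM in the 19 of replicate 3. In the Tscm1-like cells with no CD8 UMI, Izumo1r was higher, at 290.6 CPM (95% Poisson interval 209.5 to 392.8). There Igf1r was at 214.5 CPM and Nt5e lower, at 103.8 CPM. CD4 T cells thus stay open as the source of part of these counts. Whether CD4 T cells in the gate are the whole cause for these 3 genes cannot be settled here. CD4 T-like cells carried 2 or more CD8 UMIs in 1.31% of cases. Their clusters were chosen for more Cd4 than CD8 RNA, so a low share was partly fixed by that choice. Doublets of a CD4 and a CD8 T cell are left open in part. Those with an activated CD8 T cell would carry its genes, but Eomes had 0 UMIs in these 50 cells against 596.6 CPM in the Tscm2-like cells with at least 2 CD8 UMIs. Ccl5 was at 179 CPM in the Tscm1-like cluster as a whole and at 13361 CPM or more in all the other clusters but the unnamed one of 64 cells. Doublets with CD8 T cells that lack both genes were not tested. No biological explanation was tested, since the libraries share 1 condition.

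Cells at or over 6000 UMIs, which the study leaves out, made up 50.2% ± 20.5 (SD, n = 3) of the activated CD8 T cells in the clustering without that limit, 732 of 1461 cells. The share was 27.9% in replicate 1, 68.1% in replicate 2 and 54.5% in replicate 3, whose median depths over all cells were 4230, 6415 and 5521 UMIs. A fixed limit thus acted in the order of library depth, and 3 libraries are too few to test this. In that clustering, 56.8% ± 25.8 of terminally differentiated-like, 44.9% ± 16.6 of Tscm1-like and 47.3% ± 18.1 of Tscm2-like cells (named before the marker check) lay at or over the limit. For effector-like cells it was 40.5% ± 25.3, and for an unnamed cluster of 209 cells 61.01% ± 15.93, above Tscm1-like and Tscm2-like cells in 3 of 3 libraries. Terminally differentiated-like cells were 15.0% ± 7.05 of the gate with the limit and 26.7% ± 7.89 without it, higher in 3 of 3 libraries. Tscm2-like cells rose as well, from 21.1% ± 3.27 to 31.0% ± 5.71 in 3 of 3 libraries, and Tscm1-like cells went from 12.0% ± 3.62 to 10.5% ± 3.29. The gate and the clusters were also rebuilt, so the effect of the added cells was not separated. Doublets of a T cell with a B cell would raise Cd79a. Thinned cells with Cd79a were 3.48% ± 3.39 at or over the limit and 3.43% ± 1.67 under it. The share was higher at or over the limit in replicate 1 (7.32% against 5.14%). It was lower in replicates 2 and 3 (2.26% against 3.33% and 0.87% against 1.81%). The libraries went both ways, so the means do not decide on such doublets over the whole gate. Among terminally differentiated-like cells alone the Cd79a share was 2.17% ± 1.11 against 0.52% ± 0.90, higher in 3 of 3 libraries. Some such doublets therefore stay possible there. Doublets of 2 T cells have no marker here and were not tested. Thinned cells with Mki67 were 3.97% ± 2.90 at or over the limit and 1.56% ± 1.05 under it, higher in 3 of 3 libraries. Larger dividing cells therefore stay open beside doublets of T cells, and neither was tested. Thinned cells with Tigit were 5.21% ± 2.41 at or over the limit and 9.35% ± 1.2 under it, lower in each library. Among terminally differentiated-like cells alone it was the other way, with 8.72% ± 3.16 against 6.69% ± 1.7. The limit thus bears on the Tigit share of the gate, and the cause was not tested.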

How the results depend on the processing

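The alternatives with CD8 T cells chosen by cell and activation by cluster, with cells with a Cd4 UMI kept, with the names before the marker check, with at least 2 CD8 UMIs per cell and with sums thinned to equal UMIs were chosen after the data were seen, as were all tests of other splits.

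Most fitted values of named genes kept their call, but this was partly fixed by the choice of genes and settings. The named genes include markers behind the cluster names and genes chosen for their large change between the Tscm-like clusters. Some settings left the cells of the named clusters almost unchanged. The counts therefore do not speak for a single gene. Between the Tscm-like clusters, Tox, Tigit and Pdcd1 each lost their call in some alternative fit. Over 32 comparisons of a named gene, 323 of 340 values under the alternatives fixed in advance kept direction and side of the threshold, 13 were weaker, 4 stronger and 0 reversed. Under the added alternatives 303 of 326 did, 15 were weaker, 8 stronger and 0 reversed. A value past the threshold in neither fit counts as kept whatever its sign, as for Tcf7 between the Tscm-like clusters, which ran from -0.33 to 0.58.

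The numbers of changed genes depended on the fit and on the clustering. Tscm2-like against Tscm1-like gave 218 genes, terminally differentiated-like against the Tscm-like mean 440 and effector-like against terminally differentiated-like 123. DESeq2 gave 123, 276 and 66 genes, and the fit with no replicate block gave 99, 251 and 42. Leaving out 1 library gave from 77 to 176, from 272 to 334 and from 68 to 94 genes, the lowest of each without replicate 3. Fewer libraries leave fewer degrees of freedom; for the other fits the cause was not tested. With at least 2 CD8 UMIs per cell, which leaves replicate 2 without a Tscm1-like sum, the first 2 counts were 78 and 276. Keeping cells with a Cd4 UMI gave 140 genes between the Tscm-like clusters. The clusters were rebuilt in that setting, and the Tscm1-like cluster held 66 cells rather than 115, with 5 in replicate 2. The count therefore does not isolate the effect of the cells kept. The effector-like comparison moved with the cells called effector-like. It gave 392 genes with no doublet removal, 49 with no integration and 1069 with no UMI limit. The cause was not tested, apart from the UMI limit, whose removal leaves more UMIs and 5825 genes to test.

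With the names before the marker check, effector-like against terminally differentiated-like gave 253 genes. The same names gave 334 genes with the genes of Figure 2 kept, 318 at a resolution of 0.4, 253 at 1.2, 332 with 30 principal components, 195 with CD8 T cells by cell, 44 with no integration and 1206 with no UMI limit. For the other 2 comparisons these names gave 67 and 274 genes with no integration and 571 and 1547 with no UMI limit, where the final names give no value. In the other clusterings they gave 223 to 256 and 426 to 507 genes.

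In 1 of the 4 splits that exchange Tscm1-like and Tscm2-like sums within libraries, the real one, 218 genes changed, and in the other 3 splits 0 did. For effector-like against terminally differentiated-like it was 1 of 4 splits as well. With 3 pairs no share under 0.05 can be reached, so chance cannot be told apart from a difference by this count. For terminally differentiated-like against the Tscm-like mean, 1 of 27 splits, the real one, reached 440 genes. The next were 312 and 228 genes, for the splits that exchange the label with Tscm1-like or with Tscm2-like in all 3 libraries, which compare other clusters rather than mixed ones. Clusters differ by construction, so these counts show that the clusters hold in every library, not how they arose.

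Shares of cells kept their direction under most settings. The Cd226 difference of 7.70 percentage points fell to 0.833 when at least 2 UMIs were asked for, and reversed to -4.29 with no integration and the names before the marker check. Leaving out 1 library gave from 5.31 to 11.3 percentage points. With at least 2 CD8 UMIs per cell 2 libraries were left, and Tscm1-like cells had the higher Cd226 share in 1 of them. The Tigit difference of 13.5 percentage points was 18.8 in unthinned cells and 15.8 with no doublet removal. It was 11.6 with at least 2 CD8 UMIs per cell, 10.1 with cells with a Cd4 UMI kept, and 9.45 (no UMI limit) and 1.35 (no integration) with the names before the marker check. At least 2 Tigit UMIs reversed it to -0.204, from almost no cells. The Eomes difference of 48.8 percentage points was 57.9 in unthinned cells, 57.8 with at least 2 CD8 UMIs per cell, and 56.4 with CD8 T cells by cell under either rule for names. It was 22.7 with at least 2 UMIs and 17.6 with no integration and the names before the marker check. The Cd226 difference was 5.69 in unthinned cells. Unthinned cells are deeper and also bring back shallow cells, and the causes of these changes were not tested.

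The share of cells with both Cd226 and Tigit was 0.097% and 0.493% in unthinned cells. For Eomes and Tigit it was 3.92%, against 6.20% in unthinned cells, 5.03% with no doublet removal and 0.345% with at least 2 UMIs. The profile correlation difference of 0.133 was 0.073 with CD8 T cells by cell, 0.070 with those cells or with no integration and the names before the marker check, and 0.072 with sums thinned to equal UMIs. The number of clusters, 7, was 3 with the gate by cell and 5 to 7 elsewhere. For Tigit between CD4 T-like and CD8 T-like cells, none of the alternatives reached an adjusted p under 0.05.

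Some settings gave no value because a cluster lost its name. No effector-like cluster was named with the genes of Figure 2 kept, at a resolution of 0.4, with 30 principal components, with the gate by cell, with CD8 T cells by cell or with cells with a Cd4 UMI kept. No Tscm1-like cluster was named with no integration or with the gate by cell, and no Tscm2-like cluster with no UMI limit. Pvr has no value under any setting, as no dendritic-like cluster formed. Depth limits what can be said of Cd226 and Tigit. The Tscm1-like cluster held 10 Cd226 and 6 Tigit UMIs over 3 libraries, and its sum in replicate 2 came from 12 cells.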

Differences from the paper's values

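Names and gate were rebuilt, so the shares here and in the paper are over different cells: thinned cells of the rebuilt clusters here, and the authors' own clusters in Fig. 2D. The methods name a subset by NOD genotype, and whether libraries of other genotypes took part in the authors' integration is not stated. Tigit was found in 15.7% of 177 thinned Tscm2-like cells, where the paper shows about 26% of its Tscm2 cells in Fig. 2D, read by eye. Of the alternatives set before the data were examined, unthinned cells (21.4%) and no doublet removal (19.1%) came within 1.5 times of the paper's value, and the others that gave a value did not. Of those chosen afterwards, CD8 T cells by cell (18.0%) and cells with a Cd4 UMI kept (17.6%) came within it too. At least 2 CD8 UMIs per cell (16.4%) did not. Among 99 thinned Tscm1-like cells 2.19% carried Tigit, and the paper shows about 8% of Tscm1 cells in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed this gap. Of those chosen afterwards, CD8 T cells by cell gave 5.4% ± 5.8 and cells with a Cd4 UMI kept 5.6% ± 2.9 (n = 2). No integration with the names before the marker check gave 8.0% ± 1.2 (n = 2). All of these came within 1.5 times of the paper's value. At least 2 CD8 UMIs per cell gave 4.7% and did not. For terminally differentiated-like cells the share was 9.34% of 111 thinned cells, against the paper's about 18% in Fig. 2D, read by eye. Unthinned cells gave 15.3%, within 1.5 times of the paper's value, and leaving out replicate 2 gave 10.7% ± 7.53 (SD, n = 2), within 1 SD of it. The other alternatives set before the data were examined did neither.

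The paper states at least a mean of 29,750 unique transcripts per cell. The mean of the deposited UMIs was 7029.8 per cell, and the highest library mean was 7840.6. No alternative applies to this value. The files hold no read counts, so whether the paper's number counts reads rather than UMIs was not checked.

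The paper has higher Tcf7 and Bcl6 in Tscm2 than in Tscm1. Here the log2 fold change of Tcf7 was 0.12 (adjusted p = 0.91 from edgeR's quasi-likelihood test), and no setting placed it past the threshold. That of Bcl6 was 0.73 (adjusted p = 0.19). With the genes of Figure 2 kept in the clustering, an alternative fixed in advance, Bcl6 was past the threshold, with a log2 fold change of 1.01 (adjusted p = 0.024), and with the names before the marker check as well, which was chosen after seeing the data, it was 1.06 (adjusted p = 0.023).

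The paper has effector cells without Tox. Here 13.9% of thinned effector-like cells carried Tox, against 0.413% of B-like cells, though Tox was lower than in terminally differentiated-like cells. The paper has Eomes in all clusters but Tscm1, though its Fig. 2D shows about 7% of Tscm1 cells, read by eye. Here 9 of 115 Tscm1-like cells carried Eomes, 7.96% per library unthinned against 0.215% of B-like cells, and none of these cells had 2 or more CD8 UMIs. The paper places the few cells with both Cd226 and Tigit in Tscm1. Here 0 of 115 Tscm1-like and 2 of 193 Tscm2-like cells carried both, counts too low to set an order.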

Other observations

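Set before the results were seen were the first test of CD4 T cells in the gate, that of doublets and that of UMIs per cell; the tests by gene and by CD8 UMIs and that of the profile correlation were chosen afterwards.

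The genes that the paper gives to Tscm1 cells lay in different cells of the Tscm1-like cluster. Of its cells, 55 carried no CD8 UMI, 10 carried 1 and 50 carried at least 2. CD4 T cells left in the gate are a candidate source for part of the cluster. The test set in advance compared the summed level of Cd8a and Cd8b1, which was 712.11 ± 426 CPM (SD, n = 3) in Tscm1-like and 654 ± 92.1 CPM in Tscm2-like cells, lower in 2 of 3 libraries. It decides nothing, because a mixture of cells without CD8 and cells rich in it gives such a mean. Cd4 could not be used once cells with a Cd4 UMI were removed. Before that removal, a CD8 T-like cluster of 202 cells held Tnfsf8 at 738.0 CPM and Eomes at 14.2 CPM. Its Cd4 was at 308.7 CPM, against 227.1 CPM of Cd8a and 182.7 CPM of Cd8b1, which goes with CD4 T cells in it. How many of its cells became Tscm1-like was not traced. The mean relative marker level of the Tscm1-like cluster was 0.84 for its own list and 0.8 for the CD4 T list. The CD4 T list was not among the names offered. For Tnfsf8, the cells with no CD8 UMI held 844.2 CPM (95% Poisson interval 701.1 to 1008) and the cells with at least 2 held 136.6 CPM (82.3 to 213.3). Cells that miss CD8 UMIs by chance would hold the same level, so most of the Tnfsf8 signal may come from CD4 T cells. CD4 T cells with no CD8 UMI do not explain the 136.6 CPM in cells with at least 2, 19 UMIs in 12 cells of replicates 1 and 3. Tscm2-like cells with at least 2 CD8 UMIs held 7.2 CPM. Cxcl10 was at 704.7 CPM in the cells with at least 2 CD8 UMIs, against 131.5 CPM in those with none and 51.7 CPM in Tscm2-like cells. It lay in 14 of the 50 cells, with 56 UMIs in replicate 1, 1 in replicate 2 and 41 in replicate 3. All 10 Cd226 UMIs lay in cells with a CD8 UMI, 8 of them in the cells with at least 2. CD4 T cells in the gate are thus argued against as the source of Cxcl10 and Cd226, which for Cd226 rests on few counts.

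Doublets of a T cell with a B cell or a macrophage were tested as another source of these 3 genes. The test set in advance, cell markers and UMIs per cell, was split. B-cell markers were slightly higher than in Tscm2-like cells in 3 of 3 libraries (150 ± 55.4 against 101 ± 28.5 CPM, from 49 and 55 UMIs), while the median UMIs per cell were lower (2697 against 2801). The 5 macrophage markers gave 2 UMIs in the Tscm1-like cluster. The levels of the 3 genes in B-like cells were looked up afterwards. B-like cells held 25.5 CPM of Cxcl10, 4.9 CPM of Tnfsf8 and 1.4 CPM of Cd226, all below the Tscm1-like cluster, so their RNA cannot raise them. Some doublets with B cells stay possible, but at 25.5 CPM of Cxcl10 they would not be the source. No biological explanation was tested.

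Shares of cells with Tigit and Eomes differed between the Tscm-like clusters. A difference in UMIs per cell is argued against as the cause, since thinning every cell to 2000 UMIs left a difference of 13.46 percentage points ± 1.21 for Tigit and 48.8 ± 6.57 for Eomes. For the closer profile of Tscm2-like and terminally differentiated-like cells, the difference in r stayed at 0.072 ± 0.027 in 3 of 3 libraries once the sums held equal UMIs. Unequal UMIs are thus not the whole of the 0.133. Thinning also adds noise, and whether noise or depth lowered the value was not tested.

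In the paper, TIGIT protein was measured on CD4 and CD8 T cells of other mice. In these libraries the log2 fold change of Tigit between CD4 T-like and CD8 T-like cells was -0.06 (adjusted p = 0.90 from edgeR's quasi-likelihood test), and 0.38 without the UMI limit (adjusted p = 0.083).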
